# Stem cell factor is selectively secreted by arterial endothelial cells in bone marrow

**DOI:** 10.1038/s41467-018-04726-3

**Published:** 2018-06-22

**Authors:** Chunliang Xu, Xin Gao, Qiaozhi Wei, Fumio Nakahara, Samuel E. Zimmerman, Jessica Mar, Paul S. Frenette

## Abstract

Endothelial cells (ECs) contribute to haematopoietic stem cell (HSC) maintenance in bone marrow, but the differential contributions of EC subtypes remain unknown, owing to the lack of methods to separate with high purity arterial endothelial cells (AECs) from sinusoidal endothelial cells (SECs). Here we show that the combination of podoplanin (PDPN) and Sca-1 expression distinguishes AECs (CD45^−^ Ter119^−^ Sca-1^bright^ PDPN^−^) from SECs (CD45^−^ Ter119^−^ Sca-1^dim^ PDPN^+^). PDPN can be substituted for antibodies against the adhesion molecules ICAM1 or E-selectin. Unexpectedly, prospective isolation reveals that AECs secrete nearly all detectable EC-derived stem cell factors (SCF). Genetic deletion of *Scf* in AECs, but not SECs, significantly reduced functional HSCs. Lineage-tracing analyses suggest that AECs and SECs self-regenerate independently after severe genotoxic insults, indicating the persistence of, and recovery from, radio-resistant pre-specified EC precursors. AEC-derived SCF also promotes HSC recovery after myeloablation. These results thus uncover heterogeneity in the contribution of ECs in stem cell niches.

## Abstract (web summary)

Endothelial cells (EC) are known to contribute to haematopoietic stem cell (HSC) maintenance in the bone marrow (BM). Here the authors demonstrate that arterial ECs can be distinguished from sinusoidal ECs by podoplanin and Sca-1 expression, and that specifically arterial, but not sinusoidal ECs maintain HSCs by secreting SCF.

## Introduction

Haematopoietic stem cells (HSCs), at the top of the haematopoietic cell hierarchy, give rise to all mature haematopoietic cells throughout life. HSCs are thought to be maintained in specific niches, allowing their maintenance and regulation of their fate^1–3^. Staining of endogenous HSCs using CD150, CD48, CD41, and lineage expression has revealed that they are broadly distributed close to sinusoidal endothelial cells (SECs)^4^. Subsequent studies have revealed that perivascular stromal cells enriched in mesenchymal stem cell (MSC) activity, marked by *Nestin*-GFP, expressed high levels of the major HSC niche factors and were associated with HSCs in bone marrow (BM)^5^. Selective diphtheria toxin-induced depletion of these cells prevented homing of progenitors in BM^5^, whereas the depletion of overlapping CXCL12-abundant reticular (CAR) cells reduced HSC numbers in BM^6^. BM HSCs were also reduced after conditional deletion of *Cxcl12* or stem cell factor (*Scf)* in perivascular cells^7–10^. *Nestin*-GFP^+^ stromal cells are heterogeneous in that the NG2^+^ peri-arteriolar fraction was found to regulate HSC proliferation^11^, and contribute to BM CXCL12 content^10^. Constitutive deletion of *Scf* in endothelial cells (ECs) also reduced HSC numbers in BM, suggesting that ECs contribute to the HSC niche. Co-deletion of *Scf* in perivascular cells (*Lepr*-Cre) and ECs (*Tie2*-Cre) further reduced HSC numbers, suggesting additive and multicellular contributions in HSC niches^7^.

Whether SCF is homogenously secreted by ECs in the BM remains unclear because there is thus far no method to separate precisely EC subtypes^12^. Endomucin^+^ CD31^Hi^ (Type H) ECs have been identified, near the growth plate and endosteum of young mice, in vessels bridging sinusoids and arterioles where they regulate osteogenesis in a Notch-dependent manner^13–15^. Sca-1 antigen has been used to identify arterioles in imaging analyses of the BM^11,16^, but whether Sca-1 can be used by itself to isolate AECs by fluorescence-activated cell sorting (FACS) is unknown.

Here, we report that the combination of podoplanin (PDPN) and Sca-1 expression can prospectively distinguish BM AECs from BM SECs. We show that EC-derived SCF is exclusively produced by the arterial vasculature of the BM and that selective *Scf* deletion in AECs, but not SECs, alters BM HSC numbers. AEC-derived SCF also promotes HSC recovery after myeloablation. Furthermore, we demonstrate using lineage tracing that the regeneration of the BM vasculature after myeloablation, is accomplished independently by pre-specified arterial and sinusoidal radio-resistant precursors.

## Results

### Separation of arterial and sinusoid ECs with PDPN and Sca-1

BM ECs are commonly identified as CD31-expressing cells among the non-haematopoietic CD45^−^ Ter119^−^ fraction. Sca-1 expression was previously shown to mark the arterial vasculature by confocal immunofluorescence analyses of the BM^11,16^. To evaluate the ability of Sca-1 expression to isolate prospectively arterial endothelial cells (AECs), we stained flushed BM nucleated cells with antibodies against CD45, Ter119, CD31, and Sca-1. FACS analyses revealed that the vast majority (~80%) of CD45^−^ Ter119^−^ CD31^+^ cells co-expressed Sca-1 (Supplementary Fig. 1a), suggesting that Sca-1 expression was not restricted to AECs, which should comprise a minor fraction of total BM ECs^11^. In vivo injection of antibodies to physiologically labelled ECs (anti-CD31, anti-VE-cadherin, and anti-Sca-1) revealed, by contrast, that virtually all CD31^+^ VE-cadherin (CD144)^+^ ECs (~99.4%) expressed Sca-1 (Fig. 1a). Whole-mount immunofluorescence analysis of sternal bones of the same mice revealed uniform labelling of the entire vascular network and the higher staining of arteries by anti-Sca-1, suggesting that AECs may be Sca-1^bright^ but cannot be cleanly separated by FACS because SECs also express Sca-1 (Fig. 1b). The difference in staining patterns for Sca-1 between the classical in vitro or the physiological in vivo staining methods implies that a sizable fraction (~20%; compare Supplementary Fig. 1a and Fig. 1a) of in vitro-stained CD31^+^ cells are not bona fide ECs.

**Fig. 1:**
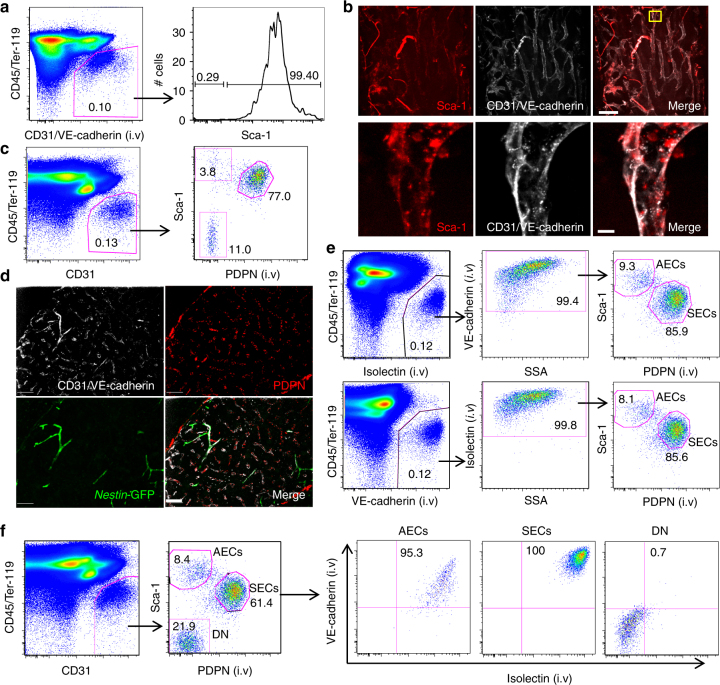
Separation of arterial from sinusoidal bone marrow endothelial cells using PDPN and Sca-1 expression. **a** Representative FACS plot of the Sca-1 expression on ECs from mice injected i.v. with anti-CD31/anti-VE-cadherin showing that all ECs are Sca-1^+^. Cells were pre-gated on singlet, live cells. **b** Representative whole-mount image of sternum from mice treated as in (**a**). Scale bar, 10 μm. **c** PDPN and Sca-1 separate CD45^−^ Ter119^−^ CD31^+^ cells into three populations: Sca-1^high^ PDPN^−^, PDPN^+^ Sca1^dim^, and Sca-1^−^ PDPN^−^ double-negative populations. Cells were pre-gated on singlet, live cells. **d** Representative imaging of femur BM from *Nestin*-GFP mice stained with anti-VE-cadherin and anti-PDPN by i.v. injection showing that PDPN labels exclusively *Nestin*-GFP^−^ sinusoids. Scale bar, 100 μm. **e** Representative FACS plot of ECs from a wild-type mouse treated with fluorescently-labelled anti-VE-cadherin and Isolectin GS-IB4 i.v. to label ECs. Virtually all the ECs are within the AECs and SECs compartments. Cells were pre-gated on singlet, live cells. **f** Representative FACS plot of ECs from the same animals as in (**e**). All cells within the AECs and SECs gates are VE-cadherin^+^ Isolectin GS-IB4^+^ ECs. Double-negative cells are VE-cadherin^−^ Isolectin GS-IB4^−^. Cells were pre-gated on singlet, live cells

Previous studies have suggested that the lymphatic vessel marker VEGFR3 can label sinusoids by immunofluorescence imaging^17^, but commercial anti-VEGFR3 antibodies cannot distinguish SECs from AECs by FACS. Searching to fractionate the Sca-1^+^ ECs, we used another lymphatic EC marker, PDPN^18^, which separated CD45^−^ Ter119^−^ CD31^+^ cells into three distinct populations: Sca-1^bright^ PDPN^−^, PDPN^+^ Sca-1^dim^, and PDPN^−^ Sca-1^−^ double-negative cells (Fig. 1c). PDPN is mucin-type transmembrane glycoprotein expressed on lymphatic ECs and fibroblastic reticular cells (FRCs)^19^. To evaluate the spatial localisation of PDPN^+^ vessels in the BM, we injected *Nestin*-GFP mice (which brightly marks arteries) with fluorescently-labelled antibodies against PDPN, CD31, and VE-cadherin and imaged whole-mount sternal BM. We found that anti-PDPN, but not an isotype-matched antibody, exclusively labelled SECs, and spared *Nestin*-GFP^bright^ arteries (Fig. 1d and Supplementary Fig. 1b). These results suggest that Sca-1^bright^ PDPN^−^ cells are AECs and PDPN^+^ Sca-1^dim^ cells are SECs, whereas PDPN^−^ Sca-1^−^ double-negative cells (in the CD31^+^ fraction) may not be ECs.

To evaluate further this issue, we stained ECs in vivo by injection of fluorescently-labelled Isolectin B4 (lectin from *Griffonia simplicifolia*) and anti-VE-cadherin. Both methods similarly stained the vascular network following intravenous injection (i.v.) without staining of the BM parenchyma (Supplementary Fig. 1d). We then evaluated by FACS analysis PDPN and Sca-1 expression on Isolectin B4^+^ VE-cadherin^+^ ECs extracted from flushed enzymatically dissociated BM. Sca-1^bright^ PDPN^−^ cells represented 8–9% of ECs identified by Isolectin B4 or VE-cadherin, whereas ~86% of ECs were in the PDPN^+^ Sca-1^dim^ gate (Fig. 1e). In vivo staining with either Isolectin or VE-cadherin did not reveal PDPN^−^ Sca-1^−^ double-negative cells, suggesting that all BM ECs indeed express either PDPN or/and Sca-1. To confirm further this issue, we stained enzymatically dissociated BM with antibodies against CD45, Ter119, CD31, PDPN, and Sca-1 from mice that had been injected intravenously with fluorescently-labelled Isolectin and anti-VE-cadherin. Upon gating on CD45^−^ Ter119^−^ CD31^+^ cells, we found that PDPN^−^ Sca-1^−^ double-negative cells were not labelled by i.v. injected endothelial markers, whereas virtually all AECs (Sca-1^bright^ PDPN^−^) and SECs (PDPN^+^ Sca-1^dim^) were labelled (Fig. 1f). The majority of SECs (PDPN^+^ Sca-1^dim^), but not AECs (Sca-1^bright^ PDPN^−^), expressed EPHB4, a receptor tyrosine kinase recently described on BM SECs by immunofluorescence staining (Supplementary Fig. 1c)^20^. These results confirm that the ex vivo-stained CD31^+^ fraction contains non-ECs and suggest that PDPN and Sca-1 can be used to study prospectively purified populations of AECs and SECs.

### AECs express high levels of canonical niche factors

In *Nestin*-GFP transgenic mice, AECs can be further separated as *Nestin*-GFP^bright^ and *Nestin*-GFP^dim^ fractions, whereas SECs were uniformly *Nestin*-GFP^dim^ (Fig. 2a). We next isolated these three populations of ECs (*Nestin*-GFP^bright^ AECs, *Nestin*-GFP^dim^ AECs, and SECs) to interrogate their transcriptome by RNA-seq analysis. 

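RNA from sorted *Nestin*-GFP bright AECs, *Nestin*-GFP dim AECs and SECs of mouse bone marrow was sequenced, with 3 libraries per group, numbered 1, 3 and 4 in each. Complementary DNA was made with a kit for very low RNA input and read single-end. The authors aligned the reads with STAR, counted them per gene with htseq-count, scaled the libraries by TMM in edgeR, and deposited log2 RPKM values for 17232 genes. The number of reads behind each value could be recovered from the spacing of the deposited values: 155085 of 155088 values were whole numbers of reads within 0.0001 reads. The 3 values that were not whole all belonged to *Bmx*. Reads in the listed genes numbered 21446498 to 54389294 in *Nestin*-GFP bright AECs (median 33534829), 13896190 to 40683904 in *Nestin*-GFP dim AECs (median 15143511) and 36720449 to 73475550 in SECs (median 46842610). At these depths, 1 read per kilobase stood for 0.0143 to 0.0710 RPKM. For the tests, RPKM values were put on a log2 scale after adding 1, and the 16364 genes with at least 0.1 RPKM in at least 3 libraries were fitted together for all 3 groups with limma, which moderates each gene's variance with a trend on its level. The contrast of AECs with SECs is the mean of both AEC groups minus the SEC group. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The value added to each RPKM shrinks the fold changes of genes with few reads.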

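The largest differences among the 9 libraries lay in transcripts of blood cells, and the next largest between AECs and SECs. The first principal component held 44.8% of the variance, and 70.4% of its own variance lay between the libraries numbered 1 and the others. Its heaviest genes included *Ngp*, *Camp*, *Ltf* and *S100a9*, which encode granule and cytosolic proteins of neutrophils, and immunoglobulin genes of plasma cells. Genes of the neutrophil list took 18.6% of the reads of *Nestin*-GFP bright AEC replicate 1, 14.4% of *Nestin*-GFP dim AEC replicate 1 and 9.42% of SEC replicate 1, against at most 4.54% in the other 6 libraries. The second component held 29.0% of the variance, with 77.3% of its own variance between SECs and AECs. Its heaviest genes on the AEC side included *Fbln2*, an extracellular matrix protein, *Gja4*, a gap junction protein of arterial endothelium, and *Cav1*, the coat protein of caveolae. Those on the SEC side included *Cfd* and *Ackr1*. All 6 AEC libraries scored -3.60 or higher on this component, and all 3 SEC libraries scored -53.6 or lower. Without the 3 libraries numbered 1, a choice made after the values were seen, the component that separated SECs from AECs held 50.6% of the variance. No p is attached to these components.

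**Figure D1:**
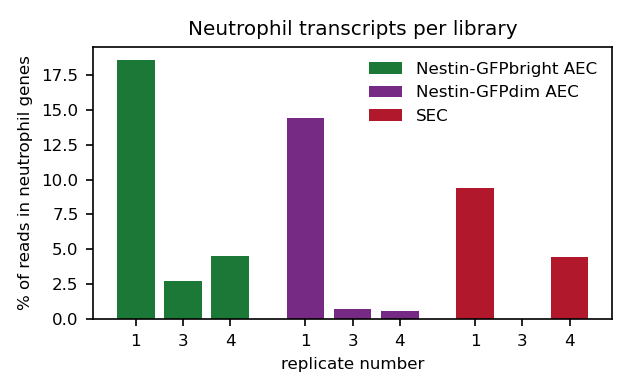
Percent of reads that fell in genes of the neutrophil list (y axis) in each library, by replicate number (x axis); each bar is 1 library and its colour gives the group. The bar of replicate 1 is the highest of its group in all 3 groups.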

Principal component analysis revealed that *Nestin*-GFP^bright^ AECs and *Nestin*-GFP^dim^ AECs clustered together, away from SECs (Fig. 2b). Hierarchical clustering analysis of differentially expressed genes also showed the distinct gene expression profile of AECs (both *Nestin*-GFP^bright^ AECs and *Nestin*-GFP^dim^ AECs) compared to SECs, while *Nestin*-GFP^bright^ AECs and *Nestin*-GFP^dim^ AECs showed few genes that were differentially expressed (Fig. 2c). 

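AECs and SECs differed in many genes, while no gene passed the test between the 2 AEC fractions. In AECs compared with SECs, 317 genes were higher and 490 were lower at an adjusted p under 0.05 with limma (2407 genes at an unadjusted p under 0.05). *Nestin*-GFP bright AECs had 284 genes higher and 466 lower than SECs, and *Nestin*-GFP dim AECs had 125 higher and 194 lower. Between *Nestin*-GFP bright and *Nestin*-GFP dim AECs, 803 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.0525, for *Wnt5b*, a secreted Wnt ligand named after its values were seen (0.220 RPKM in *Nestin*-GFP bright and 7.38 in *Nestin*-GFP dim AECs); a filter at 1 RPKM, no trend, weights per library and the replicate number as a block called it (adjusted p 0.0247 to 0.0398), the last with *Gm11707* (0.0291) and *Gchfr* (0.0482). *Higd1b*, a gene of the smooth muscle and pericyte list, was higher in *Nestin*-GFP bright AECs without *Nestin*-GFP bright AEC replicate 1 (log2 fold change 3.04, adjusted p = 0.00172), and *Gm11784* was lower with 0.01 added to RPKM (adjusted p = 0.0466) and on the deposited log2 values (0.0377), a setting added after seeing the data; these genes too were named after their values were seen. limma on the recovered reads with voom also called 0 genes there. Clustering of all 16364 tested genes did not split the libraries into SECs and AECs. Cut into 2 clusters, it set replicate 1 of both AEC fractions apart from the other libraries. Cut into 3, it put *Nestin*-GFP dim AEC replicate 3 with the SEC libraries. Clustering of the 783 genes called in any pairwise comparison did split SECs from AECs. These genes were selected for differing between the groups, so that split is built in. Cut into 3 clusters, the same genes gave the 3 groups, although 0 genes were called between the AEC fractions. They were still chosen with the group labels. Between the AEC fractions, camera called 11 of 33 lists, and 0 with an estimated correlation. The smooth muscle and pericyte list was higher in *Nestin*-GFP bright AECs (median log2 fold change 0.88, camera adjusted p = 1.12e-08). Its adjusted p was 0.695 with an estimated correlation. Of its 15 members, 0 were called over all genes and 5 were higher when adjusted over the list alone. The lists of megakaryocytes (camera adjusted p = 0.00141), glycolysis (0.00652), and osteoblasts and fibroblasts (0.0436) were also higher. Those of ribosomal proteins and pan-endothelial identity (0.00868 each) and of basement membrane and VEGF signalling (0.0163 each) were lower. So were those of adhesion molecules and lymphatic endothelium (0.0260 each). The megakaryocyte list was high in *Nestin*-GFP bright AEC replicate 1 alone. Its mean log2 level was 5.15, 1.54 and 1.22 in *Nestin*-GFP bright AEC replicates 1, 3 and 4. In those of *Nestin*-GFP dim AECs it was 1.58, 0.733 and 1.90. The sinusoidal list was lower in *Nestin*-GFP bright AECs (median -1.28, adjusted p = 3.79e-12; adjusted p = 0.695 with an estimated correlation), with 0 of 23 members called over all genes and 3 lower when adjusted over the list alone. Among *Nestin*-GFP dim AECs, replicate 3 had the highest mean log2 level of this list, 5.11 against 3.42 and 3.97 in replicates 1 and 4. The excess of lower genes depends on the settings. In *Nestin*-GFP dim AECs 215 genes were higher and 171 lower than in SECs with 0.1 added to RPKM, 221 and 137 with 0.01, 107 and 85 with only the groups compared, and 104 and 82 without *Nestin*-GFP dim AEC replicate 1. In AECs as a whole 397 were higher and 386 lower with 0.01 added, and in *Nestin*-GFP bright AECs 481 and 401 without *Nestin*-GFP bright AEC replicate 1. With weights per library, 876 were higher and 841 lower in AECs, 1069 and 996 in *Nestin*-GFP bright AECs, and 279 and 234 in *Nestin*-GFP dim AECs. On the deposited log2 values, a setting added after seeing the data, *Nestin*-GFP dim AECs had 209 higher and 100 lower and AECs 382 and 335; with only libraries numbered 3 and 4, also added then, *Nestin*-GFP dim AECs had 120 and 52 and AECs 360 and 287. The number of genes called for AECs, *Nestin*-GFP bright AECs and *Nestin*-GFP dim AECs against SECs was 1717, 2065 and 513 with weights per library, 1333, 1391 and 644 with the replicate number as a block, 444, 464 and 153 without SEC replicate 1, 275, 295 and 72 without SEC replicate 3, and 262, 277 and 64 without SEC replicate 4. Without *Nestin*-GFP bright AEC replicate 4 the numbers were 491, 307 and 207; *Nestin*-GFP bright AECs had 374 without their replicate 3, and *Nestin*-GFP dim AECs had 186 and 146 without their replicates 1 and 4, 192 when only the groups compared were fitted and, in settings added after seeing the data, 137 with voom and 172 with only libraries numbered 3 and 4. With *Nestin*-GFP dim AEC replicate 1 as the only library of its group, also added then and assuming that it varies like the others, 507 genes were called for AECs and 35 for *Nestin*-GFP dim AECs.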

Comparison of the expression profile of AECs and SECs with perivascular stromal cells (labelled by *Lepr*-Cre, *NG2*-Cre, or *Myh11*-Cre^*ER*^) or i.v.-stained CD31^+^ cells^10^, revealed separate clustering of AECs, SECs, and stromal cell types while total CD31^+^ (i.v. injected antibody), as expected, were between AECs and SECs (Supplementary Fig. 2). 

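*Ly6a*, which encodes the surface protein Sca-1, had many transcripts in all 9 libraries and more in AECs. It lies on chromosome 15 of GRCm38 from 74994877 to 74998031. Its level was 2456 ± 1303 RPKM in *Nestin*-GFP bright AECs, 2164 ± 780 RPKM in *Nestin*-GFP dim AECs and 362.8 ± 197 RPKM in SECs (SD, n = 3 each). The log2 fold change of AECs over SECs was 2.67 (standard error 0.53, adjusted p = 0.0250 from limma). All 6 AEC libraries, at 993 RPKM and above, exceeded the highest SEC library, at 589.7 RPKM. An exact two-sided permutation test that leaves out the replicate number gave p = 0.0119, the smallest that 6 libraries against 3 allow. The call was lost in 8 of 23 other settings, among them quantile normalization, a shift of each library to 1 median and the leaving out of SEC replicate 1 or 4, with adjusted p from 0.00129 to 0.158.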

Importantly, RNA-seq confirmed that *Sca-1* (encoded by *Ly6a*) was expressed by both AECs and SECs, and that its expression was considerably higher in AECs (RPKMs in *Nestin*-GFP^bright^ AECs, *Nestin*-GFP^dim^ AECs, and SECs: 2455 ± 1302, 2163 ± 780, and 362 ± 197, respectively), which is consistent with our imaging and FACS analysis results. 

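Genes of arterial endothelium were higher in AECs as a group. The arterial list holds genes, such as *Gja4* and *Gja5*, that the paper names from these libraries, so its test is partly built in. Of 26 genes on the arterial list, 12 were higher in AECs, 0 were lower and 14 did not pass the test (15 higher when adjusted over the list alone). The median log2 fold change of the list was 2.11 (camera adjusted p = 6.19e-15; adjusted p = 0.598 with an estimated correlation). *Gja4* and *Gja5*, which encode gap junction proteins of arterial endothelium, had the widest gaps among the genes named here. *Gja4*, on chromosome 4 of GRCm38 from 127311421 to 127314039, stood at 266 ± 147 RPKM in AECs (SD, n = 6) and 0.268 ± 0.317 in SECs (SD, n = 3), with a log2 fold change of 7.54 (standard error 0.47, adjusted p = 6.66e-04 from limma). *Gja5* had a log2 fold change of 5.92 (adjusted p = 0.00396), a call lost on the recovered reads with voom (adjusted p = 0.0528), a setting added after seeing the data. *Efnb2*, the ephrin ligand that marks arteries, rose from 1.45 ± 0.630 RPKM in SECs to 32.7 ± 23.7 in AECs (log2 fold change 3.53, adjusted p = 0.0100), and its adjusted p was 0.0546 without SEC replicate 4. *Sema3g*, a secreted semaphorin, and *Hey1*, a transcription factor downstream of Notch, were also higher, with log2 fold changes of 5.19 and 4.82. *Bmx*, a Tec family kinase, had a log2 fold change of 2.58 (adjusted p = 0.00276). Every AEC library exceeded every SEC library in all 6 of these genes.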

AECs were highly enriched for expression of arterial-associated genes, including *Efnb2*, *Gja5*, *Gja4*, and *Bmx* than SECs (Fig. 2d). The higher expression of *Bmx* and *Efnb2* in AECs compared to SECs was confirmed independently using qPCR analysis (Fig. 2e, f). On the other hand, SECs were highly enriched for the expression of the liver SECs genes *Stab2*, *Dnase1l3*, and *C1qtnf1*^21^, as well as adhesion molecules mediating haematopoietic stem and progenitor cell homing^22^, *Sele*, *Selp*, *Icam1*, *Vcam1* compared to AECs (Fig. 2g). These data validate the identity of AECs and SECs, and uncover their precise gene signature (Fig. 2d, g).

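Genes of sinusoidal endothelium were lower in AECs as a group, and 3 of the 4 adhesion molecules that the paper names passed the test. The sinusoidal list holds genes, such as *Stab2* and *Dnase1l3*, that the paper names from these libraries, so its test is partly built in. Of 23 measured genes on the sinusoidal list, 14 were lower in AECs than in SECs, 0 were higher and 9 did not pass the test (16 lower when adjusted over the list alone). The list's median log2 fold change was -2.77 (camera adjusted p = 7.33e-14; adjusted p = 0.598 with an estimated correlation). *Stab2*, a scavenger receptor that takes up hyaluronan, lies on chromosome 10 of GRCm38 from 86841198 to 87008025. It stood at 229 ± 41.7 RPKM in SECs (SD, n = 3) and 8.52 ± 13.9 in AECs (SD, n = 6), a log2 fold change of -5.69 (standard error 0.58, adjusted p = 0.00183 from limma). *Dnase1l3*, a secreted nuclease, had a log2 fold change of -4.82 (adjusted p = 0.00354). *C1qtnf1*, a secreted protein with a C1q domain, had -2.77 (adjusted p = 0.0315), a call lost in 7 of 23 other settings, including the leaving out of any 1 SEC library. *Sele* and *Selp*, the selectins on which blood cells roll, had log2 fold changes of -5.23 (adjusted p = 0.0117) and -4.06 (adjusted p = 0.0348). The call of *Sele* was lost without SEC replicate 3 or 4, and that of *Selp* in 10 of 23 other settings. *Vcam1*, a ligand of integrins, had -4.16 (adjusted p = 0.00276), and *Icam1*, another such ligand, had -1.50 (adjusted p = 0.722; called in 1 of 23 other settings, with adjusted p from 0.0351 to 0.995), with 312 ± 202 RPKM in SECs and 154 ± 122 in AECs. *Nestin*-GFP dim AEC replicate 3 held more of these transcripts than the other AEC libraries, with 36.0 RPKM of *Stab2* and 125 RPKM of *Sele* against at most 9.74 and 23.7.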

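The genes with the widest gaps between AECs and SECs, among those whose libraries did not overlap and whose mean was at least 10 RPKM in the higher cell type, included *Fbln2*, a matrix protein, and *Cav1*, a caveolar protein, in AECs, and *Cfd* and *Ackr1* in SECs. There were 212 such genes higher in AECs and 217 higher in SECs; chance separates the libraries in 2.38% of unselected genes, a share that does not apply to genes already called. In AECs the widest gap was that of *Fbln2* (log2 fold change 7.93, adjusted p = 9.28e-04 from limma), followed by *Gja4*, *Sparcl1* (6.99), *Cav1* (6.75), *Gkn3*, *Rbp7* (6.43), which encodes a retinol-binding protein, and *Lims2* (6.19). *Gkn3* had no read in any SEC library and 159 ± 232 RPKM in AECs (SD, n = 6). Next came *Stmn2*, *Gja5*, *Car7*, *Tmem255b* and *Alpl*, at 5.96 to 5.46. In SECs the widest was that of *Cfd*, which encodes complement factor D (log2 fold change -7.11, adjusted p = 7.64e-04), and *Ackr1* (-6.36), a chemokine receptor that does not signal, and *Stab2* were also among the widest. *Rgs4*, *Sema3a*, *Ubd*, *Gpm6a*, *Adamts5*, *Sele*, *Crygn* and *Cxadr* also led there. Among the lists, the basement membrane and elastic fibre list had 8 of 24 members higher and 1 lower (12 and 2 when adjusted over the list alone; camera adjusted p = 4.45e-06; adjusted p = 0.765 with an estimated correlation). The caveolae and lipid uptake list had 6 of 22 higher and 1 lower (10 and 2 when adjusted over the list alone; adjusted p = 0.00144; adjusted p = 0.765 with an estimated correlation). The scavenger receptor and endolysosome list had 0 of 29 higher and 7 lower (2 and 12 when adjusted over the list alone; adjusted p = 0.00210; adjusted p = 0.765 with an estimated correlation). Of 15 smooth muscle and pericyte markers, 3 were higher in AECs, *Myl9*, *Acta2* and *Rgs5*, and 9 when adjusted over the list alone. These 3 calls were lost in 4, 9 and 8 of 23 other settings. The camera adjusted p of the list was 3.98e-08, and 0.598 with an estimated correlation. Against SECs, 5 members were called higher in *Nestin*-GFP bright AECs alone (median log2 fold change 1.91, camera adjusted p = 2.59e-10). In *Nestin*-GFP dim AECs alone 0 were called (median 0.48, camera adjusted p = 0.00133). With an estimated correlation these adjusted p were 0.506 and 0.840.

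**Figure D2:**
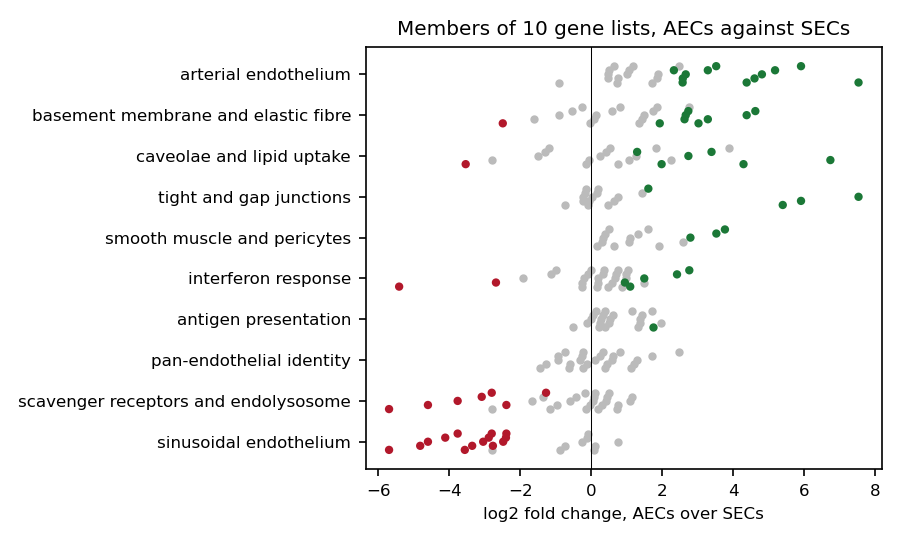
Log2 fold change of AECs over SECs (x axis) for each measured member of 10 gene lists (y axis); points are genes, green for those higher and red for those lower in AECs at an adjusted p under 0.05, grey for the rest. The called members of the arterial list lie right of 0 and those of the sinusoidal list lie left of it.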

**Fig. 2:**
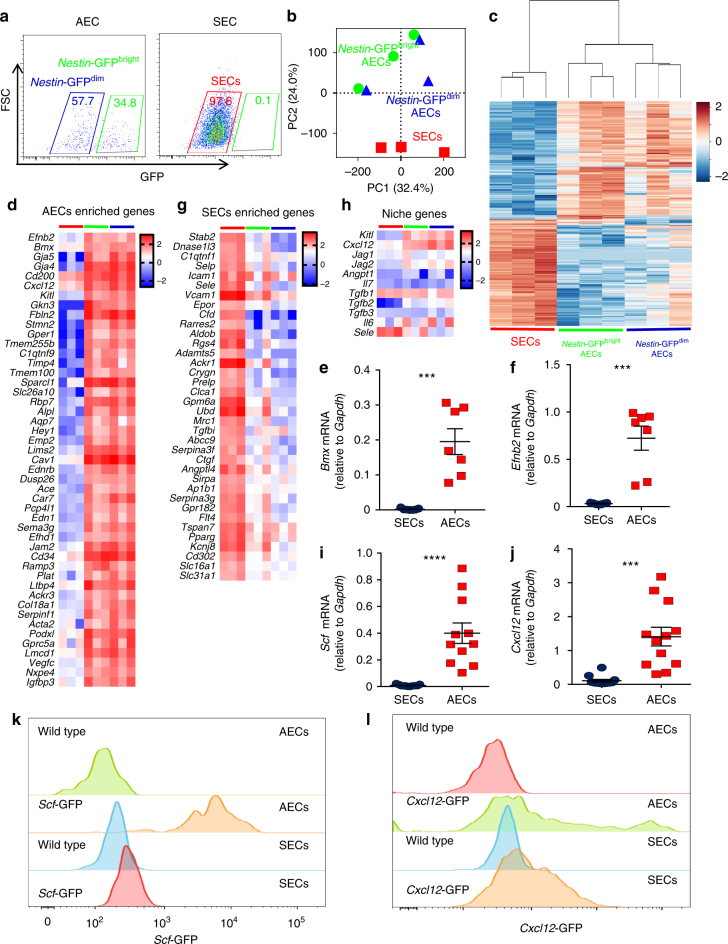
AECs, but not SECs, express high levels of canonical niche factors. **a** Representative FACS plot of AECs and SECs from *Nestin*-GFP mice. SECs, *Nestin*-GFP^bright^ AECs and *Nestin*-GFP^dim^ AECs were sorted for RNA sequencing. **b** Principal component analysis of gene expression, showing that *Nestin*-GFP^bright^ AECs and *Nestin*-GFP^dim^ AECs cluster together, while SECs occupy a space different from AECs. **c** Hierarchical clustering of significantly differentially expressed genes. The values shown are *z*-scores. **d** Heatmap of the genes specific in AECs. Groups are indicated by the colour of the bar on top of the graph as used in panels (**a**), (**b**), and (**c**). The values are log10 transformed-RPKM. **e** qPCR was performed on sorted AECs and SECs to quantify mRNA levels of *Bmx*. *n* = 7 for AECs and SECs. **f** qPCR was performed on sorted AECs and SECs to quantify mRNA levels of *Efnb2*. *n* = 7 for AECs and SECs. **g** Heatmap of genes specific in SECs. Groups are indicated by the colour of the bar on top of the graph as used in panel c. The values are log10 transformed-RPKM. **h** Heatmap of niche genes. Different groups are indicated by the colour of the bar on top of the graph as used in panels (**a**), (**b**), and (**c**). The values are log10 transformed-RPKM. **i** qPCR was performed on sorted AECs and SECs to quantify mRNA levels of *Scf*. *n* = 11 for AECs and SECs. **j** qPCR was performed on sorted AECs and SECs to quantify mRNA levels of *Cxcl12*. *n* = 12 for AECs and SECs. **k** Representative FACS plot of *Scf*-GFP reporter activity in AECs and SECs. **l** Representative FACS plot of *Cxcl12*-GFP reporter activity in AECs and SECs. **e, f, i, j** Data are represented as mean ± SEM. Data were analysed with two-tailed *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

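*Kitl* and *Cxcl12* transcripts were both higher in AECs, by a wider factor for *Kitl*. *Kitl*, which encodes the ligand of the receptor Kit, lies on chromosome 10 of GRCm38 from 100015630 to 100100413. It stood at 60.1 ± 39.1 RPKM in AECs (SD, n = 6) and 0.725 ± 0.247 RPKM in SECs (SD, n = 3), with a log2 fold change of 4.89 (standard error 0.52, adjusted p = 0.00201 from limma). The adjusted p of *Kitl* stayed between 1.28e-04 and 0.0181 in 23 other settings. *Cxcl12*, which encodes a chemokine that retains HSCs in the marrow, lies on chromosome 6 from 117168535 to 117181367. Its level was 160 ± 110 RPKM in AECs and 11.0 ± 4.97 RPKM in SECs, with a log2 fold change of 3.49 (standard error 0.61, adjusted p = 0.0145). Its call was lost without SEC replicate 1 or 4 and with *Nestin*-GFP dim AEC replicate 1 as the only library of its group, at adjusted p up to 0.0812. In *Nestin*-GFP dim AECs alone, the log2 fold change over SECs was 4.59 for *Kitl* (adjusted p = 0.00930) and 3.03 for *Cxcl12* (adjusted p = 0.0792). Neither gene passed the test between *Nestin*-GFP bright and *Nestin*-GFP dim AECs (adjusted p = 0.998 for both).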

Surprisingly, we found that AECs expressed much higher levels of the major HSC niche factors *Scf* (encoded by *Kitl*) and *Cxcl12* (Fig. 2h and Supplementary Fig. 3). This was confirmed by qPCR analysis of sorted AECs and SECs (Fig. 2i, j). To obtain insight into their expression at the single cell level, we analysed ECs in *Scf-*GFP and *Cxcl12*-GFP reporter mice^7,23^. In these genetically engineered animals, the GFP sequence was knocked into the niche gene locus to reflect the promoter activity. Remarkably, the vast majority of AECs were *Scf*-GFP^+^ whereas virtually all SECs were *Scf*-GFP^−^ (Fig. 2k). Additionally, *Cxcl12*-GFP was expressed at higher level in AECs than SECs (Fig. 2l), and several other known niche factors (e.g. *Jag1*, *Jag2*, *Tgfb2*, *Il6*) were expressed at higher levels in AECs, compared to SECs (Fig. 2h). These results suggest that AECs may play a more significant role than SECs in HSC maintenance.

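Of the 4 further niche factors that the paper names, *Jag2* and *Tgfb2* passed the test and *Jag1* and *Il6* did not. *Jag2*, a Notch ligand, stood at 18.4 ± 11.8 RPKM in AECs (SD, n = 6) and 1.71 ± 0.222 in SECs (SD, n = 3), with a log2 fold change of 2.59 (adjusted p = 0.0277 from limma). Its call was lost in 6 of 23 other settings, including the leaving out of any 1 SEC library. *Tgfb2*, a cytokine of the TGF-beta family, stood at 8.70 ± 5.97 RPKM in AECs and 0.0143 ± 0.0178 in SECs (log2 fold change 2.98, adjusted p = 0.0103), and its call was lost without SEC replicate 3 or 4. *Jag1*, another Notch ligand, stood at 9.59 ± 9.89 RPKM in AECs and 4.72 ± 1.35 in SECs (adjusted p = 0.908). *Nestin*-GFP dim AEC replicate 4 held the most *Jag1*, 28.5 RPKM, and without it the log2 fold change was -0.03. *Il6*, a cytokine of inflammation, stood at 92.9 ± 102 RPKM in AECs and 9.21 ± 7.95 in SECs (adjusted p = 0.721). Within each replicate number both AEC libraries held more *Il6* than the SEC library (1.37 and 1.64 against 0.358 RPKM, 237 and 25.2 against 15.7, 192 and 100.4 against 11.5, for *Nestin*-GFP bright and *Nestin*-GFP dim AECs against SECs in replicates 1, 3 and 4), and with the replicate number as a block its adjusted p was 0.0721. *Il6* was at most 1.64 RPKM in the 3 libraries numbered 1, and without these, a choice made after seeing the data, its adjusted p was 0.0389 (0.0389 to 0.911 over 23 settings). These 3 libraries also held the fewest transcripts of the dissociation and immediate early list (0.573% to 0.898% of reads, against 2.22% to 4.40% in the other 6) and of the heat shock gene *Hspa1a* (4.29 to 14.4 RPKM, against 263 to 537). Of 27 measured genes on the niche factor list, 4 were higher in AECs, *Kitl*, *Cxcl12*, *Tgfb2* and *Jag2*, and 2 were lower, *Ang*, a secreted ribonuclease, and *Igf1*, a growth factor (4 and 3 when adjusted over the list alone; camera adjusted p = 0.0835). From RNA-seq, qPCR and the *Scf*-GFP and *Cxcl12*-GFP reporters, the paper proposes that AECs may have a larger part than SECs in keeping HSCs.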

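Adhesion molecules went both ways between AECs and SECs. Of 17 measured genes on the list of adhesion molecules for leukocyte homing, 5 were lower in AECs, 3 were higher and 9 did not pass the test (5 and 4 when adjusted over the list alone). The list as a whole was not called (median log2 fold change 0.02, camera adjusted p = 0.950). The 5 genes higher in SECs were *Ackr1*, *Sele*, *Vcam1*, *Selp* and *Madcam1*, an addressin for lymphocytes. *Ackr1* stood at 1484 ± 440 RPKM in SECs (SD, n = 3) and 55.4 ± 94.7 in AECs (SD, n = 6; adjusted p = 0.00472 from limma), and *Vcam1* at 1622 ± 407 and 128 ± 137. The 3 genes higher in AECs were *Jam2*, a junctional adhesion molecule, *Cd34* and *Podxl*, sialomucins of the cell surface. *Cd34* stood at 353 ± 168 RPKM in AECs and 7.00 ± 4.06 in SECs (log2 fold change 5.44, adjusted p = 0.00154), and *Jam2* had a log2 fold change of 5.40 (adjusted p = 0.00199). *Icam1* overlapped between the groups, from 14.1 to 304 RPKM in the AEC libraries and from 89.9 to 486 RPKM in the SEC libraries (exact two-sided permutation test that leaves out the replicate number, p = 0.262). Within each replicate number the SEC library held the most: 89.9 RPKM against 14.2 and 14.1 in replicate 1, 486 against 191 and 304 in replicate 3, and 360 against 140 and 262 in replicate 4 (*Nestin*-GFP bright and *Nestin*-GFP dim AECs), and with the replicate number as a block its adjusted p was 0.0351.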

Consistent with the higher expression of adhesion molecules on SECs revealed by RNAseq analysis, the higher expression of *Sele*, *Selp*, *Icam1*, *Vcam1* in SECs compared to AECs was also confirmed using qPCR (Fig. 3a), leading us to evaluate whether they could substitute for PDPN. Indeed, we found that antibodies against either ICAM-1 or E-selectin (CD62E) marked all SECs by FACS analysis (Fig. 3b). In addition, anti-ICAM-1 or anti-CD62E antibodies along with anti-Sca-1 could be used to stain all ECs without the need for intravenous antibody injection (Fig. 3c). Furthermore, we have confirmed the high expression of adhesion molecules P-selectin, E-selectin, and ICAM-1 on SECs by immunofluorescence microscopy analysis (Fig. 3d–f). Thus, these results indicate that BM AECs and SECs can be identified or isolated at high purity by ex vivo staining using only four antibodies against CD45, Ter-119, Sca-1, and ICAM-1 or E-selectin.

**Fig. 3:**
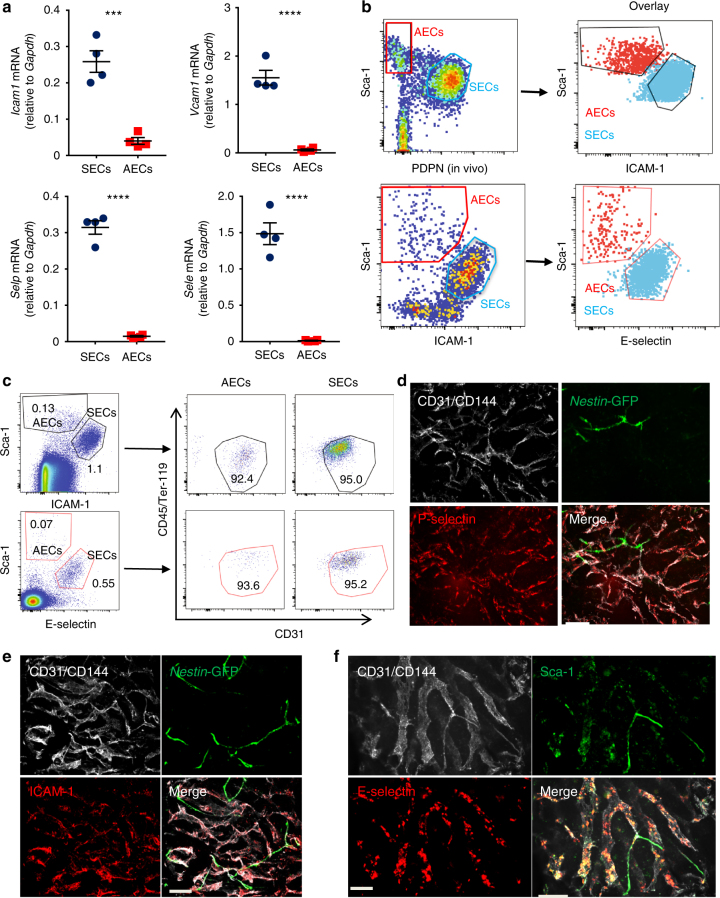
Elevated cell adhesion molecule expression on SECs. **a** qPCR analysis of adhesion molecules, *Selp*, *Sele*, *Icam1*, and *Vcam1* of sorted AECs and SECs. Data are represented as mean ± SEM. *n* = 4 for AECs and SECs. Data were analysed with two-tailed *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. **b** PDPN can be substituted for antibody against the adhesion molecule ICAM1 and E-selectin. Shown is EC isolation from a wild-type mouse injected i.v. with anti-PDPN and the enzymatically dissociated bone marrow cells were stained with other antibodies ex vivo and pre-gated on singlet, live, CD45^−^, Ter119^−^, CD31^+^ cells. **c** Anti-CD31 is dispensable for the analysis of bone marrow AECs and SECs. Flushed enzymatically dissociated bone marrow cells were stained with anti-CD45, anti-Ter119, anti-ICAM-1/anti-CD62E, anti-CD31, and anti-Sca-1 ex vivo. Analysis was pre-gated on singlet, live, CD45^−^, Ter119^−^ cells. **d** P-selectin marks sinusoids. Anti-P-selectin and anti-CD31/CD144 were i.v. injected into *Nestin*-GFP mice and femur was imaged after removal. Scale bar, 50 um. **e** ICAM-1 marks sinusoids. Anti-ICAM-1 and anti-CD31/CD144 were i.v. injected into *Nestin*-GFP mice and femur was imaged after harvest. Scale bar, 100 um. **f** E-selectin marks sinusoids. Anti-E-selectin, anti-Sca-1, and anti-CD31/CD144 were i.v. injected into wild-type mice and femur was imaged after harvest. Scale bar, 50 um

### SEC-derived SCF is dispensable for HSC maintenance

Among the differentially expressed genes, we noted that the erythropoietin receptor (*Epor*) was selectively expressed on SECs (Fig. 2g). 

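*Epor* transcripts were higher in SECs and were present in both AEC fractions. The gene, which encodes the receptor for erythropoietin, lies on chromosome 9 of GRCm38 from 21958899 to 21963576. It stood at 96.9 ± 14.5 RPKM in SECs, 23.1 ± 14.6 RPKM in *Nestin*-GFP dim AECs and 6.58 ± 4.54 RPKM in *Nestin*-GFP bright AECs (SD, n = 3 each). The log2 fold change of AECs over SECs was -3.02 (standard error 0.45, adjusted p = 0.00746 from limma), and every SEC library exceeded every AEC library. For *Nestin*-GFP dim AECs alone it was -2.17 (adjusted p = 0.0874), and for *Nestin*-GFP bright AECs alone -3.87 (adjusted p = 0.00520). *Nestin*-GFP dim AEC replicate 3, which held the most transcripts of sinusoidal genes among the AEC libraries, held 39.9 RPKM of *Epor*. Genes of the erythroid list, such as globins, were not called between AECs and SECs (0 of 15 members over all genes and 0 when adjusted over the list alone).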

Although *Epor* expression is well described on erythroid lineage cells^24^ and was recently shown to be expressed by BM ECs^25^, its specific expression on SECs has, to our knowledge, not been previously reported. qPCR analyses from sorted AECs and SECs confirmed that SECs expressed significantly higher *Epor* gene transcripts than AECs (Supplementary Fig. 4a). Imaging of femoral BM from *Epor*-Cre transgenic mice^26^ intercrossed with ROSA26-loxP-stop-loxP-tdTomato (iTdTomato) reporter and *Nestin*-GFP mice (to mark arteries) revealed that SECs were targeted by *Epor*-Cre, while the arterial tree was mostly spared (Fig. 4a, b and Supplementary Fig. 4b). Among BM haematopoietic cells, labelling by *Epor*-Cre was largely restricted to megakaryocyte-erythroid progenitors (MEP; Supplementary Fig. 5), but these haematopoietic progenitors and their progeny were not visible in our immunofluorescence analyses due to the short exposure imposed by the strong iTdTomato signal in ECs. FACS analysis of ECs from these mice showed that *Epor*-Cre labelled 80.0 ± 2.1% of SECs and a minor proportion of AECs (21.0 ± 1.1%; Fig. 4c, d). Importantly, *Epor*-Cre did not target CD45^−^ Ter119^−^ CD31^−^ *Nestin*-GFP^+^ MSCs (Fig. 4e). Thus, *Epor*-Cre selectively targets SECs in the BM microenvironment.

**Fig. 4:**
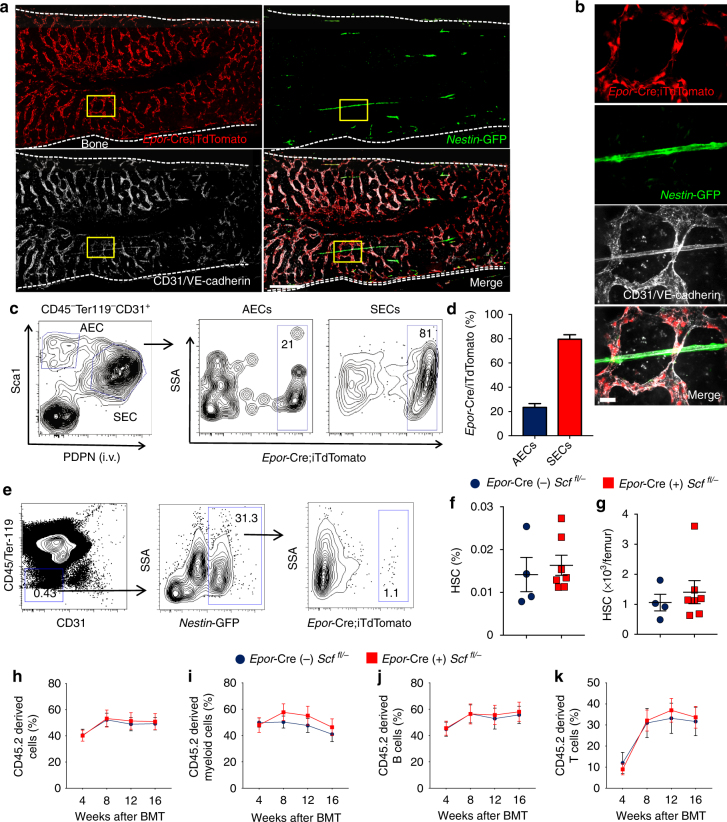
SCF secreted by SECs is dispensable for HSC maintenance. **a** Images of femur from *Epor*-Cre;iTdtomato;*Nestin*-GFP mice stained i.v. with anti-VE-cadherin and anti-CD31. All the panels show the same field for different channels. Scale bar, 100 μm. **b** Enlarged images of the field highlighted by yellow rectangles in (**a**). All panels show the same field for different channels. The *Epor*-Cre-labelled cells do not colocalise with *Nestin*-GFP^bright^ arteries. Scale bar, 10 μm. **c** Representative FACS plot of the labelling of AECs and SECs by *Epor*-Cre. **d** Quantification of the labelling efficiency of AECs and SECs by *Epor*-Cre. Data are represented as mean ± SEM. *n* = 7 for AECs and SECs. **e** Representative FACS plot of *Nestin*-GFP^+^ MSCs labelling by *Epor*-Cre. **f** Percentage of HSCs (CD150^+^ CD48^−^ LSK) in the BM. Data are represented as mean ± SEM. *n* = 4 for Cre (−) and *n* = 7 for Cre (+). **g** Number of HSCs (CD150^+^ CD48^−^ LSK) in the BM. Data are represented as mean ± SEM. *n* = 4 for Cre (−) and *n* = 7 for Cre (+). **h**–**k** Percentage of donor-derived total cells and tri-lineage (myeloid, B and T) cells after competitive transplantation. *n* = 7 for Cre (−), and *n* = 3 for Cre (+). The label of *X*-axis indicates the time (weeks) after transplantation

To assess the contribution of SEC-derived SCF in the maintenance of HSCs, we intercrossed *Epor*-Cre mice with *Scf*^* fl/*−^ mice and evaluated its impact on the number and function of HSCs and progenitors. Deletion of *Scf* using *Epor*-Cre did not alter *Scf* expression by AECs or MSCs (MSCs: CD51^+^ PDGFRα^+^ CD31^−^ Ter119^−^; Supplementary Fig. 6a). We found no significant difference in the percentage or absolute numbers of CD150^+^ CD48^−^ LSK HSCs in the BM between *Epor*-Cre (−) *Scf*^* fl/*−^ and *Epor*-Cre (+) *Scf*^* fl/*−^ littermates (Fig. 4f, g). Competitive repopulation experiments also showed that equal repopulation capacity of BM cells obtained from *Epor*-Cre (−) *Scf*^* fl/*−^ and *Epor*-Cre (+) *Scf*^* fl/*−^ mice (Fig. 3h–k). In addition, we did not observe any significant difference in total BM cellularity or progenitor counts, including Lin^−^, Sca-1^+^, c-kit^+^ cells (LSK), multipotent progenitor cells (MPP), MEP, lymphoid-primed multipotent progenitor (LMPP), common myeloid progenitors (CMP), common lymphoid progenitor (CLP), and granulocyte-macrophage progenitor (GMP) (Supplementary Fig. 6b and c). These data, together with the expression results, clearly show that the SCF derived from SECs is dispensable for HSC maintenance.

### AEC-derived SCF regulates HSC maintenance

As *Bmx*, a member of the Tec tyrosine kinase family^27^, was selectively expressed by BM AECs in our RNAseq and qPCR analyses (Fig. 2d, e), we crossed *Bmx*-Cre^*ERT2*^ transgenic mice^28^ with the iTdtomato reporter and *Nestin*-GFP mice to evaluate whether *Bmx*-Cre^*ERT2*^ can target arteries. 

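*Bmx* transcripts were higher in AECs and were also present in every SEC library. The gene lies on chromosome X of GRCm38 from 164192842 to 164258193. It stood at 44.0 ± 13.8 RPKM in *Nestin*-GFP bright AECs, 32.1 ± 15.8 RPKM in *Nestin*-GFP dim AECs and 5.14 ± 0.496 RPKM in SECs (SD, n = 3 each). The lowest AEC library held 20.8 RPKM and the highest SEC library 5.67 RPKM (exact two-sided permutation test that leaves out the replicate number, p = 0.0119). Over SECs, the log2 fold change was 2.83 in *Nestin*-GFP bright AECs (adjusted p = 0.00409 from limma) and 2.33 in *Nestin*-GFP dim AECs (adjusted p = 0.0151). *Bmx* was the only gene whose deposited values did not all stand for whole reads, with 1012 reads implied in *Nestin*-GFP dim AEC replicate 3, 611.4 in SEC replicate 1 and 1016 in SEC replicate 3, each off a whole number. The value of SEC replicate 3 is given with 6 decimals, where every other gene of that library has at least 10.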

Femoral BM immunofluorescence microscopy imaging of triple-transgenic mice revealed that *Bmx*-Cre^*ERT2*^ exclusively labelled *Nestin*-GFP^bright^ arteries, but not SECs (Fig. 5a, b; Supplementary Fig. 7). We also injected anti-Sca-1 i.v. into *Bmx*-Cre^*ERT2*^; iTdtomato mice to stain AECs and again found that the *Bmx*-Cre^*ERT2*^ exclusively labelled Sca-1^bright^ arteries (Fig. 5c). FACS analysis of BM extracts of these mice revealed that 62.7 ± 0.7% of AECs were targeted by *Bmx*-Cre^*ERT2*^, whereas SECs were not labelled (0.01 ± 0.03%; Fig. 5d, e). In addition, CD45^−^ Ter119^−^ CD31^−^ *Nestin*-GFP^+^ MSCs were not targeted by *Bmx*-Cre^*ERT2*^ (Fig. 5f). Thus, *Bmx*-Cre^*ERT2*^ can specifically label BM AECs, but not SECs or MSCs.

**Fig. 5:**
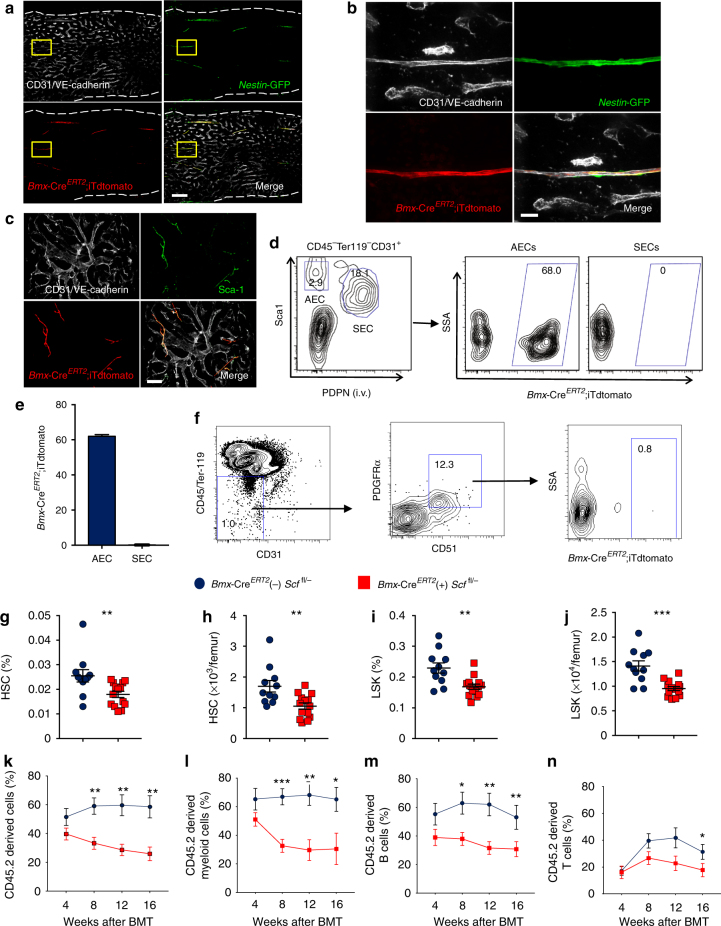
SCF from AECs regulates HSCs. **a** Representative images of femur from *Bmx*-Cre^*ERT2*^;iTdtomato;*Nestin*-GFP mice stained with anti-VE-cadherin and anti-CD31. All the panels show the same field for different channels. Scale bar, 100 μm. **b** Enlarged image of the field highlighted by the yellow rectangle in (**a**). All panels show the same field for different channels. The *Bmx*-Cre^*ERT2*^-labelled cells colocalise with *Nestin*-GFP-labelled cells. Scale bar, 10 μm. **c** Image of whole-mount sternal BM from *Bmx*-Cre^*ERT2*^;iTdtomato injected with anti-Sca-1. Scale bar, 50 μm. **d** Representative FACS plot of the labelling of AECs and SECs by *Bmx*-Cre^*ERT2*^. **e** Quantification of the labelling efficiency of AECs and SECs by *Bmx*-Cre^*ERT2*^. Data are represented as mean ± SEM. *n* = 8 for AECs and SECs. **f** Representative FACS plot of *Nestin*-GFP^+^ MSCs labelling by *Bmx*-Cre^*ERT2*^. **g** Percentage of HSCs (CD150^+^ CD48^−^ LSK) in the BM. Data are represented as mean ± SEM. *n* = 11 for Cre (−) and *n* = 14 for Cre (+). **h** Number of HSCs (CD150^+^ CD48^−^ LSK) in the BM. Data are represented as mean ± SEM. *n* = 11 for Cre (−) and *n* = 14 for Cre (+). **i** Percentage of LSK in the BM. Data are represented as mean ± SEM. *n* = 11 for Cre (−) and *n* = 14 for Cre (+). **j** Number of LSK in the BM. Data are represented as mean ± SEM. *n* = 11 for Cre (−) and *n* = 14 for Cre (+). **k**–**n** Percentage of donor-derived cells after competitive transplantation. *n* = 6 mice for Cre (−), and *n* = 7 for Cre (+). The label of *X*-axis indicates the time (weeks) after transplantation. **g–n** Data were analysed with two-tailed *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

To investigate the contribution of AECs in SCF secretion, we bred *Bmx*-Cre^*ERT2*^ mice with *Scf*^* fl/*−^ animals. We found that *Scf* deletion using *Bmx*-Cre^*ERT2*^ significantly reduced *Scf* expression in AECs, while it did not alter *Scf* expression in MSCs (Supplementary Fig. 8a). Arterial *Scf* deletion also did not alter EC numbers or the vascular structure of the BM (Supplementary Fig. 8b and c). FACS analysis of BM mononuclear cells showed that CD150^+^ CD48^−^ LSK HSCs were significantly reduced both in percentage and absolute numbers in the BM of *Bmx*-Cre^*ERT2*^ (+) *Scf*^* fl/*−^ mice compared to *Bmx*-Cre^*ERT2*^ (−) *Scf*^* fl/*−^ littermate controls (Fig. 5g, h). LSK cells were similarly reduced (Fig. 5i, j). Competitive repopulation assay revealed a significant tri-lineage reduction in reconstitution of BM cells from *Bmx*-Cre^*ERT2*^ (+) *Scf*^* fl/*−^ mice compared to cells from control *Bmx*-Cre^*ERT2*^ (−) *Scf*^* fl/*−^ animals (Fig. 5k–n). There was no significant difference in the total BM cellularity, numbers of MEP, MPP, LMPP, GMP, CMP, and CLP in the *Bmx*-Cre^*ERT2*^ (+) *Scf*^* fl/*−^ mice compared to littermate controls (Supplementary Fig. 8d and e). Furthermore, *Scf* deletion by *Bmx*-Cre^*ERT2*^ did not change the cell cycle status of HSCs or the HSC localisation relative to arterioles (Supplementary Fig. 8f and g). These data, together with the expression profile, clearly indicate that BM EC SCF is derived from the arterial vascular tree.

### AECs self-regenerate and do not regenerate SECs

The origin of ECs during the BM regeneration remains unclear. For example, following irradiation SECs are heavily damaged whereas arteries are thought to be more structurally resilient. Type H ECs were reported to give rise to other ECs during the juvenile stage, but these results were based on the differential labelling of ECs in *Cdh5*-Cre^ER^ mice^13^. We thus evaluated whether regeneration of SECs was dependent on arterial-derived endothelial precursors. *Bmx*-Cre^*ERT2*^;iTdtomato mice were treated with tamoxifen 4 weeks prior to myeloablation^28^. In the first set of experiments, we treated mice with fluorouracil (5-FU) and monitored endothelial recovery (Fig. 6a). 5-FU treatment significantly reduced the number of SECs and AECs (Fig. 6b). Both AECs and SECs robustly proliferated on day 9 after 5-FU challenge, whereas by contrast, most ECs were quiescent in the steady state (Fig. 6c). FACS analysis of BM ECs revealed that *Bmx*-labelled ECs remained exclusively in the AECs compartment during regeneration (Fig. 6d). Immunofluorescence analyses also revealed that iTdtomato^+^ cells were confined to AECs 17 days after 5-FU challenge (Fig. 6e). These data suggests that AECs and SECs may regenerate separately after 5-FU-induced regeneration.

**Fig. 6:**
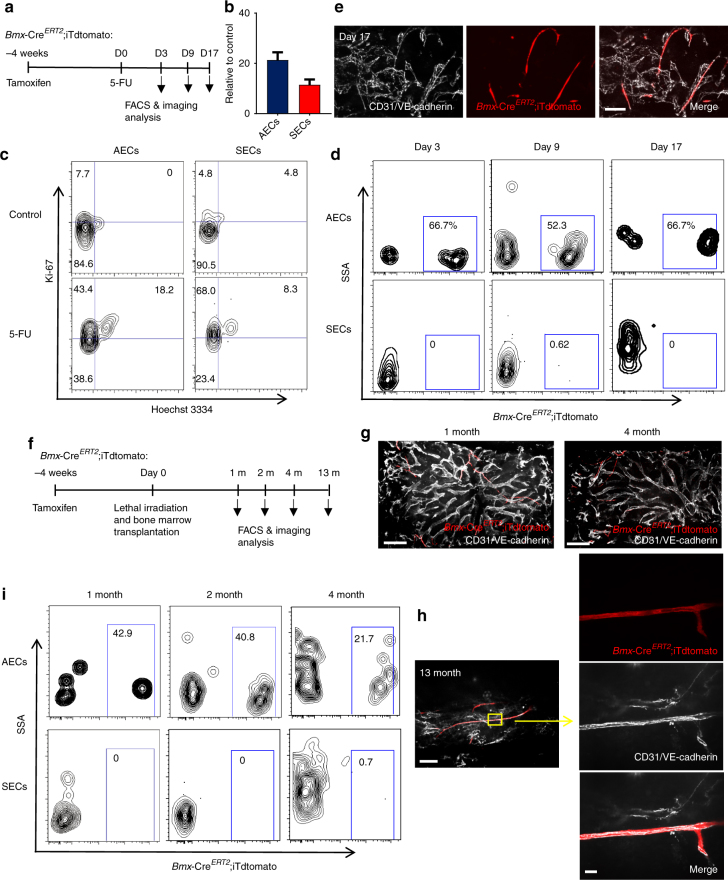
AECs self-regenerate, and do not regenerate SECs. **a** Scheme of experiment design. *Bmx*-Cre^*ERT2*^;iTdtomato mice were injected with Tamoxifen to activate Cre expression. Four weeks later, 5-FU was given to these mice and BM ECs were analysed by FACS and immunofluorescence analysis. **b** Numbers of AECs and SECs 3 days after 5-FU treatment. Data are represented as mean ± SEM. **c** Representative FACS plot of cell cycle analysis of AECs and SECs from control mice and mice treated with 5-FU (9 days after 5-FU) using Hoechst 3334 and Ki-67. **d** FACS plot of the labelling of AECs and SECs by *Bmx*-Cre^*ERT2*^ at different time points after 5-FU treatment. **e** Representative image of whole-mount sternum from mice treated as in (**a**). The bone was harvested on day 17 after 5-FU injection. Mice were injected i.v. with anti-VE-cadherin and anti-CD31. All panels show the same area for different channels. Scale bar, 50 μm. **f** Scheme of experiment design. *Bmx*-Cre^*ERT2*^;iTdtomato mice were injected with Tamoxifen to activate Cre expression. Four weeks later, these mice were lethally irradiated and transplanted with BM cells from wild-type mice. BM ECs were analysed by FACS and immunofluorescence analysis at different time points after lethal irradiation. **g** Representative images from whole-mount sternum at 1 month (left panel) and 4 months (right panel) after lethal irradiation. Mice were injected i.v. with anti-VE-cadherin and anti-CD31. Scale bar, 200 μm. **h** Images from whole-mount sternum in which ECs are stained i.v. by anti-VE-cadherin and anti-CD31 injection at 13 months after lethal irradiation. The panels on the right show the same field for different channels. Scale bar, 100 μm in the left panel and 10 μm in the right panel. **i** FACS plot of the labelling of AECs and SECs by *Bmx*-Cre^*ERT2*^ at different time points after lethal irradiation

To study the vascular regeneration over a longer timeframe, we lethally irradiated tamoxifen-treated *Bmx*-Cre^*ERT2*^; iTdtomato mice and transplanted them with wild-type BM cells for haematopoietic rescue (Fig. 6f). Animals were evaluated at various time points after a lethal dose of irradiation. Similar to the 5-FU model, we found that labelled ECs remained within the AECs compartment and did not contribute to SECs regeneration even 13 months post-irradiation (Fig. 6g, h). FACS analysis of BM ECs also showed that the *Bmx*-Cre^*ERT2*^-labelled cells only gave rise to AECs (Fig. 6i). Taken together, these results indicate that AECs and SECs self-regenerate independently from specified radio-resistant endothelial precursors in the adult BM.

### AEC-derived SCF regulates HSC regeneration

To investigate whether AECs-derived SCF contributes to HSC regeneration after myeloablation, we treated the *Bmx*-Cre^*ERT2*^ (+) *Scf*^* fl/*−^ mice and *Bmx*-Cre^*ERT2*^ (−) *Scf*^* fl/*−^ with 5-FU and analysed HSCs recovery at different time points after treatment (Fig. 7a). We found that HSC regeneration was significantly impaired in *Bmx*-Cre^*ERT2*^ (+) *Scf*^* fl/*−^ mice compared with *Bmx*-Cre^*ERT2*^ (−) *Scf*^* fl/*−^ at day 21 after 5-FU treatment (Fig. 7b). Furthermore, reconstitution capacity of day 21 HSCs from *Bmx*-Cre^*ERT2*^ (+) *Scf*^* fl/*−^ mice was significantly reduced compared to HSCs from *Bmx*-Cre^*ERT2*^ (−) *Scf*^* fl/*−^ (Fig. 7c). Thus, AEC-derived SCF contributes to HSC regeneration after 5-FU treatment.

**Fig. 7:**
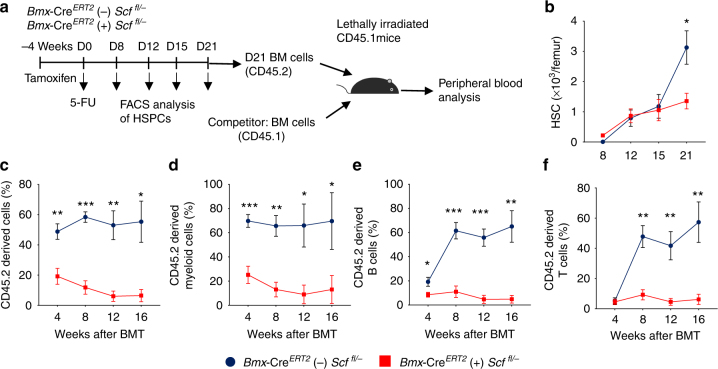
SCF from AECs contributes to HSCs regeneration. **a** Scheme of experiment design. *Bmx*-CreERT2;*Scf* ^*fl/−*^ mice and control mice were firstly given Tamoxifen to activate Cre expression. Four weeks later, 5-FU was administered and HSCs were analysed at different time points by FACS. **b** HSC number in femur at indicated time points. *n* = 12 mice for Cre (−), and *n* = 9 for Cre (+). **c**–**f** Percentage of donor-derived cells after competitive transplantation. *n* = 5 mice for Cre (−), and *n* = 7 for Cre (+). The label of *X*-axis indicates the time (weeks) after transplantation

## Discussion

Recent studies have suggested that multiple stromal and haematopoietic cells contribute to HSC maintenance. Although HSCs are broadly distributed close to sinusoids, the exact role of SECs in HSC maintenance has not been specifically demonstrated. Cultured AKT-activated ECs (which are likely a mixture of AECs and SECs) can expand HSPCs both in vitro and in vivo^29^^,^^30^. Specific deletion of the Notch1 ligand *Jag1* in all ECs using constitutive *Cdh5*-Cre reduced BM HSC numbers in steady state and impaired haematopoietic recovery after sublethal irradiation^31^. Deletion of *Scf* in the both the endothelial (*Tie2*-Cre) and perivascular stromal (*Lepr*-Cre) compartments have suggested additive contributions of these niches in that the reduction of HSC numbers in steady-state BM was greater when *Scf* was deleted in both compartments compared to either alone^7^. Owing to the similar spatial distribution of CAR cells and SECs in the BM, it has been assumed that SECs might be the most important EC type for HSC maintenance. Our results show an unanticipated selective expression of niche factors in the arterial vascular tree, supporting an important role for an arterial-associated HSC niche.

The presence of an arterial niche for HSCs has been controversial. A subset of CD150^+^ CD48^−^ Lin^−^ CD41^−^ HSCs was shown to significantly associate to arterioles compared to the random assignment of HSC-like dots^11^. Importantly, the proportion of arteriole-associated HSCs was altered during their proliferation, suggesting a functional relevance^11^. Differences in permeability of sinusoids and arteries have subsequently been proposed to regulate HSC proliferation whereby less permeable arterial vessels maintained an environment low in reactive oxygen species (ROS) promoting HSC quiescence, while the more permeable sinusoidal vessels activated HSCs by high ROS due to plasma leakage^32^. Further studies show that megakaryocytes may also represent a specific niche promoting HSC quiescence^33–35^. Others have argued that quiescent HSCs are uniformly distributed throughout the BM near sinusoids and that arteriole-associated stromal cells did not play a specific role in HSC maintenance^36^. The selective expression of SCF and other niche factors by AECs clearly support further the notion that arterioles confer a specific microenvironment for distinct HSC subsets. This idea is also consistent with recent studies showing that lineage-biased HSCs were located in distinct niches in which HSCs expressing von Willebrand factor (vWF) were associated with and regulated by megakaryocytes, whereas vWF^−^ HSCs were found to be associated with and regulated by arteriolar perivascular cells^37^. It will be important in future investigations to address the implications of these distinct niches in the development and progression of haematological diseases.

## Methods

### Mice

B6.Cg-Gt(ROSA)26Sortm14(CAG–tdTomato)Hze/J (iTdTomato) and Kitltm1.1Sjm/J (*Scf*-GFP) mice were purchased from Jackson Laboratory, *Cxcl12*-GFP mice and *Cxcl12*^*fl/fl*^ mice were a gift from T. Nagasawa^23^, and *Scf*^* fl/fl*^ mice were a gift from S. Morrison^7^. C57BL/6J-Tg(*Bmx*-Cre^*ERT2*^)1Rha mice were kindly provided by Dr. Ralf Adams^28^. *Epor*-merCre mice were obtained from Dr. Ann Mullally^26^. *Nestin*-GFP mice are bred in our facilities^38^. C57BL/6-CD45.1/2 congenic strains were purchased from Jackson Laboratory. All mice were maintained in pathogen-free conditions under a 12 h:12 h light/dark cycle and fed ad libitum. All experiments were carried out using gender-matched littermate controls. All mice were analysed at 6–14 weeks of age. Both genders were used for experiments. All experimental procedures were approved by the Animal Care and Use Committees of Albert Einstein College of Medicine.

### Tamoxifen treatment

For induction of *Bmx*-Cre^*ERT2*^-mediated recombination, we adopted the methods used by the lab generating this mice to target arteries with modification^28^. Briefly, 2-week-old mice were injected with tamoxifen (Sigma) intraperitoneally at 100 mg kg^−1^ dissolved in corn oil (Sigma) daily for two rounds of 5 consecutive days with a 7-day interval.

### Competitive repopulation assays

Competitive transplantation was performed using the CD45.1/CD45.2 congenic system. Same number of BM cells (3 × 10^5^) collected from gene-deleted mice or control mice (CD45.2) were transplanted into lethally irradiated (6Gy + 6Gy) CD45.1 recipients with 3 × 10^5^ competitor CD45.1 cells. Peripheral blood collection was carried out by retro-orbital plexus bleeding with a heparinised microcapillary tube under deep anaesthesia to 0.5 M EDTA solution. CD45.1/CD45.2 chimerism of recipients’ blood was analysed for up to 4 months after transplantation.

### Flow cytometry and cell sorting

The processing of BM cells were previously reported^10^. Briefly, for the analyses of haematopoietic cells, BM cells were flushed and dissociated by gently passing through a 21G needle. For analysis of stromal cells and ECs, BM cells were flushed and digested with 1 mg ml^−1^ collagenase IV (Gibco), and 2 mg/ml dispase (Gibco) in Hank’s balanced salt solution (Gibco) for 40 min at 37 °C. Ammonium chloride was used for red blood cell (RBC) lysis. Then cells were filtered through 100 μm nylon mesh. For FACS analysis, cells were stained with antibodies in PEB (PBS containing 0.5% BSA and 2 mM EDTA) buffer for 30 min at 4 °C. The following antibodies were used: allophycocyanin (APC)-anti-Gr-1 (eBioscience, Cat# 17-5931, clone RB6-8C5), phycoerythrin (PE)-anti-CD11b (eBioscience, Cat# 12-0112-83 clone M1/70), APC-eFluor780-anti-CD45R (eBioscience, Cat# 47-0452, clone RA3-6B2), PerCP-Cyanine5.5-anti-CD3e (eBioscience, Cat# 45-0031, clone 145-2C11), biotin-anti-Lineage (BD Biosciences, Cat# 559971, clones TER119, RB6-8C5, RA3-6B2, M1/70, 145-2C11), fluorescein isothiocyanate (FITC)-anti-CD45.2 (eBioscience, Cat# 11-0454, clone 104), FITC-anti-Ly6A/E (eBioscience, Cat# 11-5981, clone D7), PE-Cy7-anti-CD117 (eBioscience, Cat# 25-1171, clone 2B8), Brilliant Violet 421-anti-mouse CD48 (Biolegend, Cat# 103427, clone HM48-1), Brilliant Violet 605-anti-mouse CD150 (Biolegend, Cat# 115927, clone TC15-12F12.2), PE-Cy7-anti-Ki67 (eBioscience, Cat# 25-5698-80, clone SolA 15), PE-Cy7-anti-CD31 (eBioscience, Cat# 25-0311, clone 390), APC-eFluor780-anti-CD45 (eBioscience, Cat# 47-0451, clone 30-F11), APC-eFluor780-anti-TER119 (eBioscience, Cat# 47-5921, clone TER119), Alexa Fluor 700-anti-CD16/32 (eBioscience, Cat# 56-0161-82, clone 93), PerCP-Cyanine5.5-anti-CD127 (eBioscience, Cat# 45-1271-80, clone A7R34), PE-anti-CD135 (eBioscience, Cat# 12-1351, clone A2F10), streptavidin APC-eFluor780 (eBioscience, Cat# 47-4317-82), Alexa Fluor 647-anti-CD144 (Biolegend, Cat# 138006, clone BV13), Alexa Fluor 647-anti-CD31 (Biolegend, Cat# 102516, clone MEC13.3), PE-anti-mouse PDPN (Biolegend, Cat# 127408, clone 8.1.1), PE-Cy7-anti-mouse PDPN (Biolegend, Cat# 127412, clone 8.1.1), Alexa Fluor 488-anti-mouse CD31 (Biolegend, Cat# 102514, clone MEC13.3), Pacific Blue-anti-mouse CD54 (Biolegend, Cat# 116116, clone YN1/1.7.4), PE-Rat Anti-Mouse CD62E (BD, Cat# 553751, clone 10E9.6), Alexa Fluor 700-Anti-mouse Ly-6A/E (Sca-1) (eBioscience, Cat# 56-5981-82, clone D7), PerCP-Cyanine5.5-anti-CD45 (eBioscience, Cat# 45-0451-82, clone 30-F11), PerCP-Cyanine5.5-anti-Ter119 (eBioscience, Cat# 45-5921-82, clone TER119), mouse EphB4 Antibody (R&D, Cat# AF446), Donkey anti-Goat IgG (H+L) Secondary Antibody, Alexa Fluor 488 (Thermo Fisher Scientific, Cat#A-11055), and PE Syrian Hamster IgG Isotype Ctrl Antibody (Biolegend, Cat# 402008, clone SHG-1). We used these antibodies at 1:100 dilution for FACS analysis. For analysis of EC by FACS, we injected i.v. 3 μg PE-anti-mouse PDPN or PE-Cy7-anti-mouse PDPN (Biolegend, Cat# 127412, clone 8.1.1) to the mice and waited for 10 min before we sacrificed the mice for FACS analysis. FACS analyses were carried out using an LSR II flow cytometer equipped with FACS Diva 6.1 software (BD Biosciences). Dead cells and debris were excluded by FSC, SSC, and 4′, 6-diamino-2-phenylindole (DAPI) (Sigma) staining. Cell sorting was performed on a FACSAria Cell Sorter (BD Biosciences). Data were analysed with FlowJo (Tree Star) software.

### RNA isolation and quantitative PCR

Sorted cells were collected in Trizol (Sigma) and RNA was extracted following the manufacturer’s protocol with one modification: linear acrylamide was added to the solution to facilitate RNA precipitation. Reverse transcriptions were performed using RNA to cDNA EcoDry Premix (Clontech) according to the manufacturer’s protocols. Quantitative PCR was performed with SYBR Green (Roche) on the QuantStudio 6 Flex Real-time PCR System (Applied Biosystems). The PCR protocol consisted of one cycle at 95 °C (10 min) followed by 40 cycles of 95 °C (15 s) and 60 °C (1 min). Expression of *Gapdh* was used as an internal control. The relative gene expression is determined as 2^−(Ct(gene)−Ct(control))^. Primers used include: *Gapdh* forward, 5′-CAC ATT GGG GGT AGG AAC AC-3′; *Gapdh* reverse, 5′-ACC CAG AAG ACT GTG GAT GG-3′; *Cxcl12* forward, 5′-CGC CAA GG TCG TCG CCG-3′; *Cxcl12* reverse, 5′-TTG GCT CTG GCG ATG TGG C-3′; *Scf* forward, 5′-CCC TGA AGA CTC GGG CCT A-3′; *Scf* reverse, 5′-CAA TTA CAA GCG AAA TGA GAG CC-3′; *Bmx* forward, 5′-GCA AAA AGA GAT ACG GGG CAA-3′; *Bmx* reverse, 5′-GAA CTT TCC ATC CAC AAA GAA GC-3′; *Efnb2* forward, 5′-ATT ATT TGC CCC AAA GTG GAC TC-3′; *Efnb* reverse, 5′-GCA GCG GGG TAT TCT CCT TC-3′; *Epor* forward, 5′-GGT GAG TCA CGA AAG TCA TGT-3′; *Epor* reverse, 5′-CGG CAC AAA ACT CGA TGT GTC-3′; *Icam1* forward, 5′-GGA CCA CGG AGC CAA TTT C-3′; *Icam1* reverse, 5′-CTC GGA GAC ATT AGA GAA CAA TGC-3′; *Vcam1* forward, 5′-GAC CTG TTC CAG CGA GGG TCT A-3′; *Vcam1* reverse, 5′-CTT CCA TCC TCA TAG CAA TTA AGG TG-3′; *Selp* forward, 5′-GGT ATC CGA AAG ATC AAC AAT AAG TG-3′; *Selp* reverse, 5′-GTT ACT CTT GAT GTA GAT CTC CAC ACA-3′; *Sele* forward, 5′-CCC TGC CCA CGG TAT CAG-3′; *Sele* reverse, 5′-CCC TTC CAC ACA GTC AAA CGT-3′.

### Cell cycle analyses

Cell cycle analyses were performed using BD Cytofix/Cytoperm™ Fixation/Permeabilization Kit following the manufacturer’s protocol. Briefly, BM cells were stained with surface markers, fixed and permeabilised in the Fixation/Permeabilization solution for 20 min, washed, and stained with anti-Ki-67 antibody and Hoechst 33342 (Sigma) at 20 μg ml^−1^ in 1× BD Perm/Wash™ buffer for 30 min.

### Whole-mount BM confocal immunofluorescence analyses of HSCs

Endogenous HSC staining in sternal BM was performed as previously described^11^. Briefly, Alexa Fluor 647-anti-CD144 (Biolegend, cat# 138006, clone BV13, 1:100) and Alexa Fluor 647-anti-CD31 (Biolegend, Cat# 102516, clone MEC13.3) were i.v. injected into mice to stain the vasculature. Sternal BM fragments were removed 10 min after antibody injection, fixed with 4% PFA for 30 min, rinsed with PBS for three times, and then blocked/permeabilised in PBS containing 20% normal goat serum and 0.5% Triton X-100 at room temperature. Primary antibodies were incubated for 2 overnights at room temperature. The primary antibodies used were biotin-anti-lineage (TER119, RB6-8C5, RA3-6B2, M1/70, 145-2C11, BD Biosciences, cat. No. 559971, 1:100), biotin-anti-CD48 (eBioscience, cat# 13-0481, HM48-1, 1:100), biotin-anti-CD41 (eBioscience, cat# 13-0411, MWReg30, 1:3000), PE-anti-CD150 (Biolegend, cat# 115904, clone TC15-12F12.2, 1:100). After rinsing the tissue with PBS, the tissues were incubated with streptavidin eFluor 450 (eBioscience, cat# 48-4317, 1:100).

### RNA preparation and next-generation sequencing

Total RNA from sorted *Nestin*-GFP^bright^ AECs, *Nestin*-GFP^dim^ AECs and SECs was extracted using the RNAeasy Plus Micro kit (Qiagen). The integrity and purity of total RNA were assessed using an Aligent 2100 Bioanalyzer (Agilent Technologies). Complementary DNA was generated using the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech Laboratories) from total RNA. The Nextera XT DNA Sample Preparation Kit (Illumina) was used for the preparation of DNA libraries. The libraries were then submitted for Illumina HiSeq2500 sequencing (Illumina) according to standard operating procedures.

### RNA-Seq analysis

RNA-Seq results generated from Illumina HiSeq 2500 were processed following a recently developed reproducible pipeline by Single Cell Genomics and Epigenomics Core facility at Albert Einstein College of Medicine. Briefly, single-end sequencing reads were aligned to the mouse genome using Spliced Transcripts Alignment to a Reference (STAR)^39^. We next used htseq-count to assign aligned reads to genes. Reads per kilobase of transcript per million (RPKM) was used as the expression quantification method^40^. The RPKM matrix was log2-transformed.

To identify genes that could be reliably used for analysis of each cell population, we first filtered out genes that had a counts per million < 0.1 in at least seven of the nine samples. 17,232 genes remained after filtering. 

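The recovered reads could be set against this filter. Of the 17232 listed genes, 0 had under 0.1 CPM in at least 7 of the 9 libraries. The filter on RPKM used for the tests here left out 868 of them, among them *Pdpn*, whose highest library held 0.866 RPKM.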

Next, we normalised for RNA composition by calculating scaling factors for each sample using calcNormFactors in edgeR (version 3.12.0). The default method for computing scaling factors in calcNormFactors, trimmed mean of *M*-values (TMM) between each pair of samples, was used. The original library size, before normalising, was calculated as the sum of the counts in each sample. The effective library size of each sample is the product of the original library size and the scaling factor for a given sample. Next, the estimate Disp function in edgeR was used to calculate the dispersions of the negative binomial model using the quantile-adjusted conditional maximum likelihood (qCML) method. Gene-wise exact tests were performed to test whether a gene was differentially expressed between any two conditions. Nominal *p*-values were corrected using the Benjamini–Hochberg procedure to adjust for multiple hypothesis testing.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. The experiments were not randomised and investigators were not blinded to allocation during experiments and outcome analyses. All data are represented as mean ± SEM. *n* represents mouse number analysed in each experiment, as detailed in figure legends. We used two-tailed Student’s *t*-tests for evaluating the significance of difference unless otherwise indicated. Statistical analyses were performed using GraphPad Prism 6 or 7 software. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### Data availability

RNA sequencing data have been deposited in the Gene Expression Omnibus (GSE104701). All data supporting the conclusions are available from the authors upon request.

## Electronic supplementary material

Peer Review File

Supplementary Information

# Supplementary material for: Stem cell factor is selectively secreted by arterial endothelial cells in bone marrow
**Source:** Nat Commun. 2018 Jun 22;9:2449. doi: 10.1038/s41467-018-04726-3
**Supplement:** Supplementary file 2 — Supplementary Information

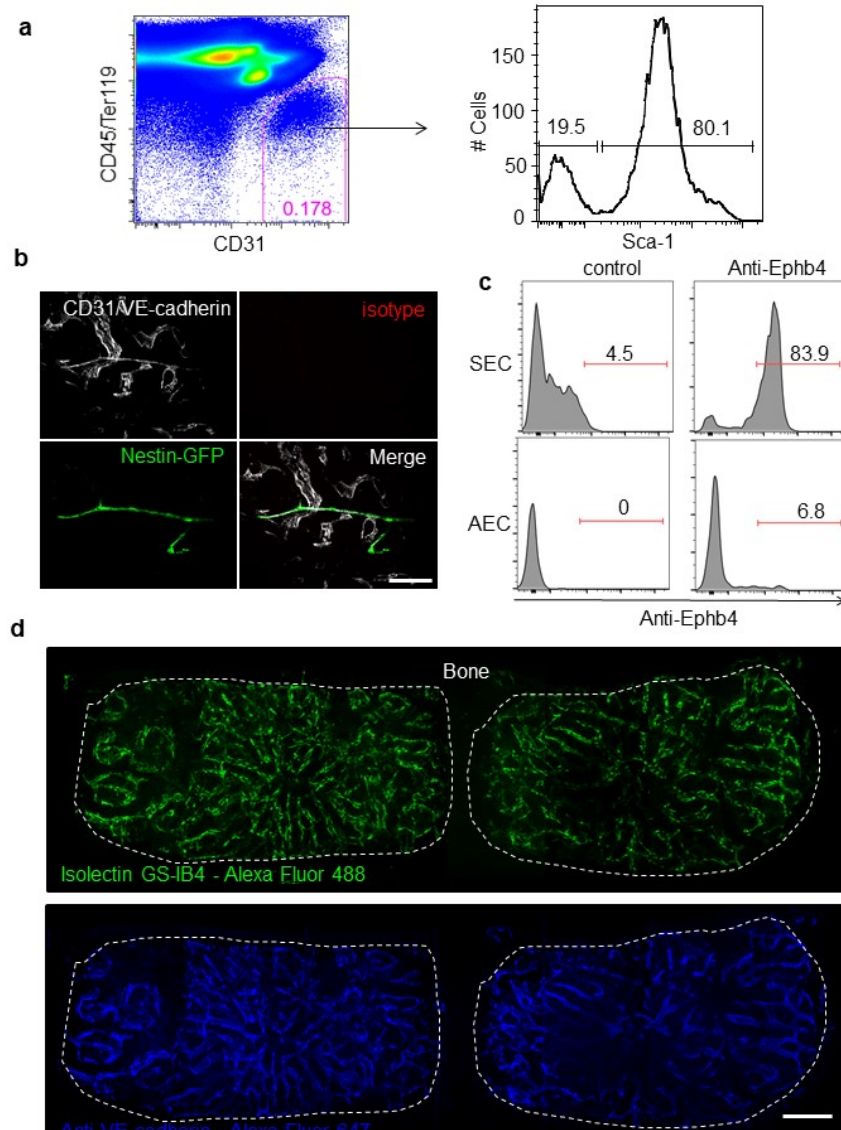

Supplementary Figure 1. FACS analysis of Sca-1 expression on CD45⁻ Ter119⁻ CD31⁺ cells and whole-mount imaging of mouse sternum endothelial cells stained *in vivo*. (a) Representative FACS plot of Sca-1 expression on bone marrow CD31⁺ CD45⁻Ter119⁻ cells. Cells were pre-gated on singlet, live cells. (b) Representative imaging of femur BM from *Nestin-GFP* mice stained with anti-VE-cadherin-Alexa fluor 647 and IgG control antibody by *i.v.* Scale bar, 50 μ m. (c) Representative FACS plot of Ephb4 expression on bone marrow AECs and SECs. (d) Wild type mice were injected *i.v.* with Isolectin GS-IB4-Alexa fluor 488 and anti-VE-cadherin-Alexa fluor 647, and the sternal bones were removed for the whole-mount imaging. Shown are two sternal segments. Scale bar, 200 μ m.

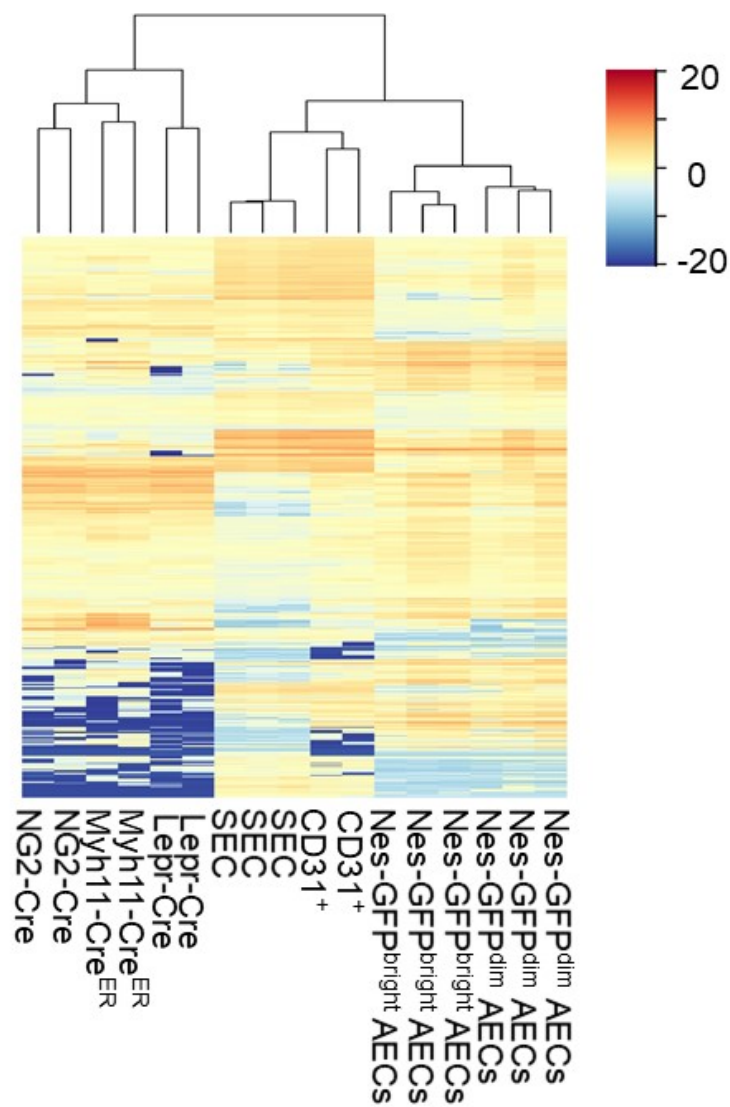

Supplementary Figure 2. Hierarchical clustering analysis of gene expression by different niche cell types. RNAseq data of stromal cells (*NG2-Cre*, *Myh11-CreER*, *Lepr-Cre*) and *CD31*⁺ endothelial cells (stained by *i.v.* injection) were from our previous publication¹⁰.

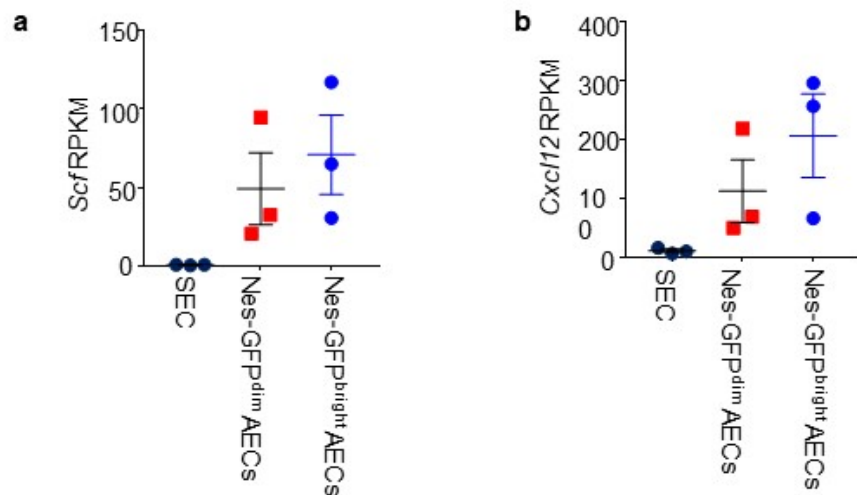

Supplementary Figure 3. AECs express higher *Scf* and *Cxcl12*. RPKM values of *Scf* (a) and *Cxcl12* (b) in SECs, *Nestin*-GFP^{dim} AECs and *Nestin*-GFP^{bright} AECs. n = 3 for each group.

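In each library the 2 genes kept the same order between AECs and SECs, and the AEC libraries differed among themselves. *Kitl* stood at 30.7, 117 and 65.0 RPKM in replicates 1, 3 and 4 of *Nestin*-GFP bright AECs, at 20.7, 32.5 and 94.7 RPKM in those of *Nestin*-GFP dim AECs, and at 0.886, 0.849 and 0.441 RPKM in those of SECs. *Cxcl12* stood at 66.3, 257 and 296 RPKM in *Nestin*-GFP bright AECs, at 50.1, 69.2 and 219 RPKM in *Nestin*-GFP dim AECs, and at 6.47, 16.3 and 10.1 RPKM in SECs. Replicate 1 held the least of both genes in both AEC fractions.

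**Figure D3:**
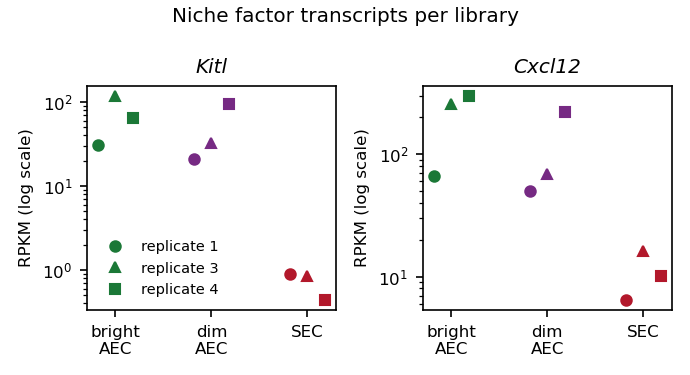
RPKM on a log scale (y axes) of *Kitl* (left) and *Cxcl12* (right) in each library of *Nestin*-GFP bright AECs, *Nestin*-GFP dim AECs and SECs (x axes); each symbol is 1 library and its shape gives the replicate number. All AEC libraries lie above all SEC libraries for both genes.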

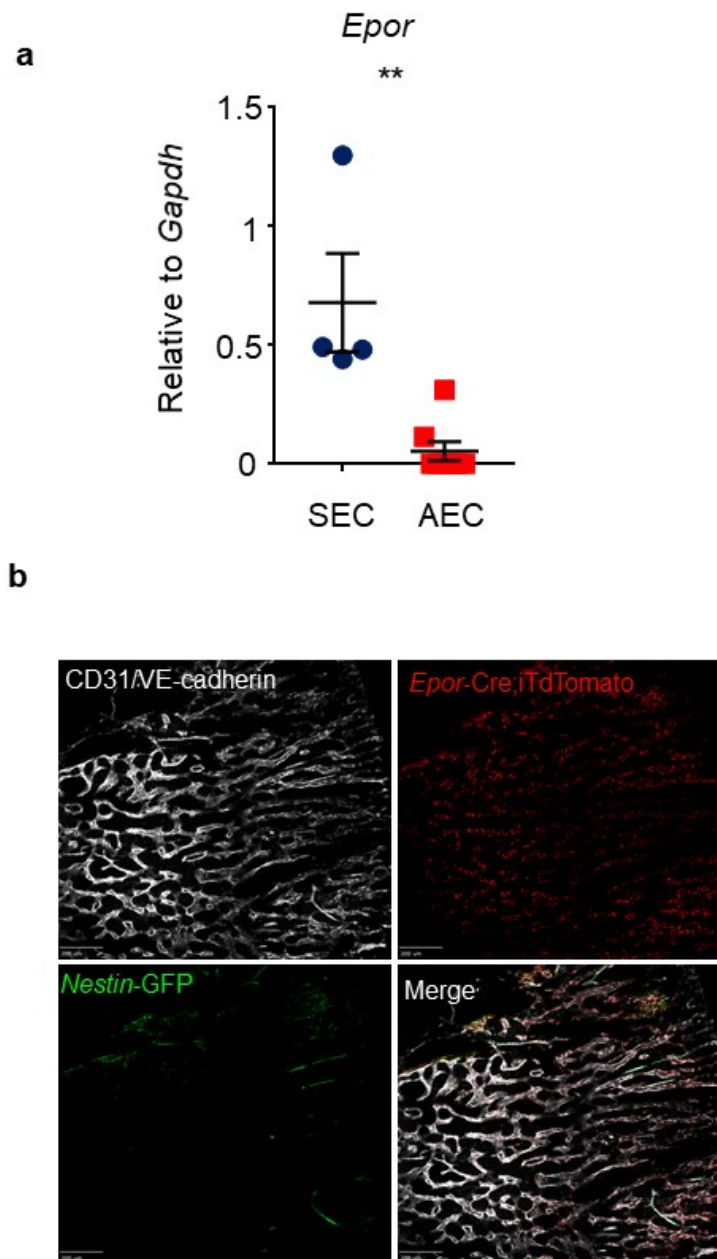

Supplementary Figure 4. *Epdr* expression in bone marrow endothelial cells. (a) qPCR analysis of *Epdr* mRNA in sorted AECs and SECs. Data are represented as mean ± SEM. Data were analysed with two-tailed *t*-test. **p < 0.01. *n* = 4 for each group. (b) Image of tibia metaphysis from *Epdr-Cre; iTdTomato; Nestin-GFP* mice.

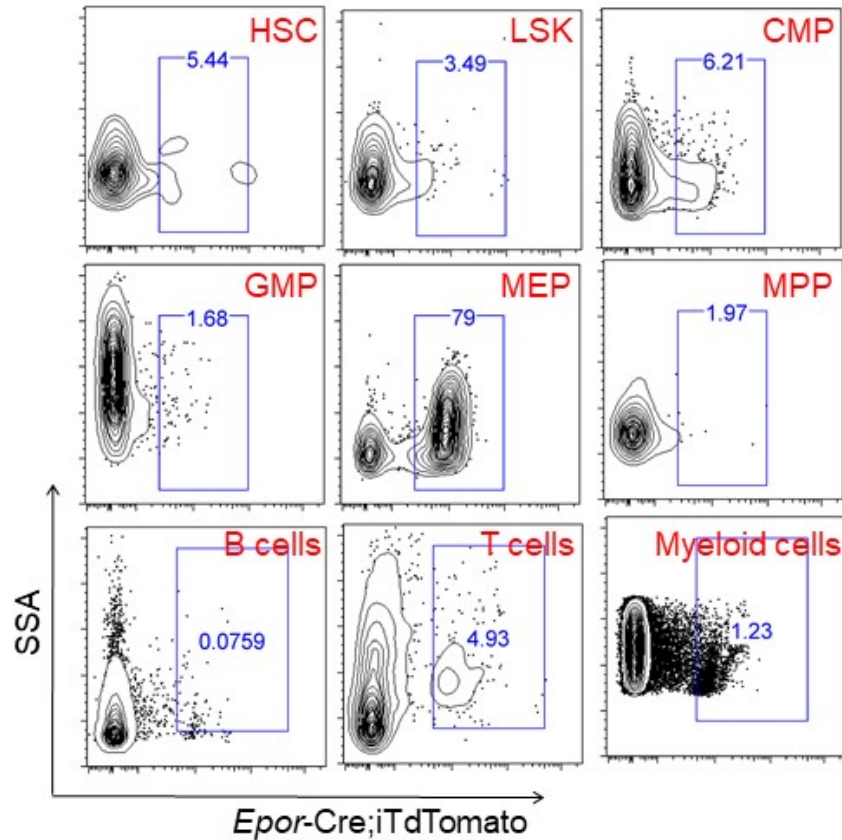

Supplementary Figure 5. *Epor-Cre* labels MEP in hematopoietic stem/progenitor cells compartment. LSK: lineage⁻ Sca-1⁺ c-kit⁺; HSC: CD150⁺ CD48⁻ LSK; MPP: multipotent progenitor cells, CD150⁻ CD48⁻ LSK; MEP: megakaryocyte-erythroid progenitors, Lin⁻ Sca-1⁻ c-Kit⁺ CD34⁻ FcγR⁻; CMP: common myeloid progenitors, Lin⁻ Sca-1⁻ c-Kit⁺ CD34⁺ FcγR⁻; GMP: granulocyte-macrophage progenitor, Lin⁻ Sca-1⁻ c-Kit⁺ CD34⁺ FcγR⁺; B cells: B220⁺ CD3⁻ cells; T cells: B220⁻ CD3⁺ cells; myeloid cells: CD11b⁺ Gr1⁺ cells.

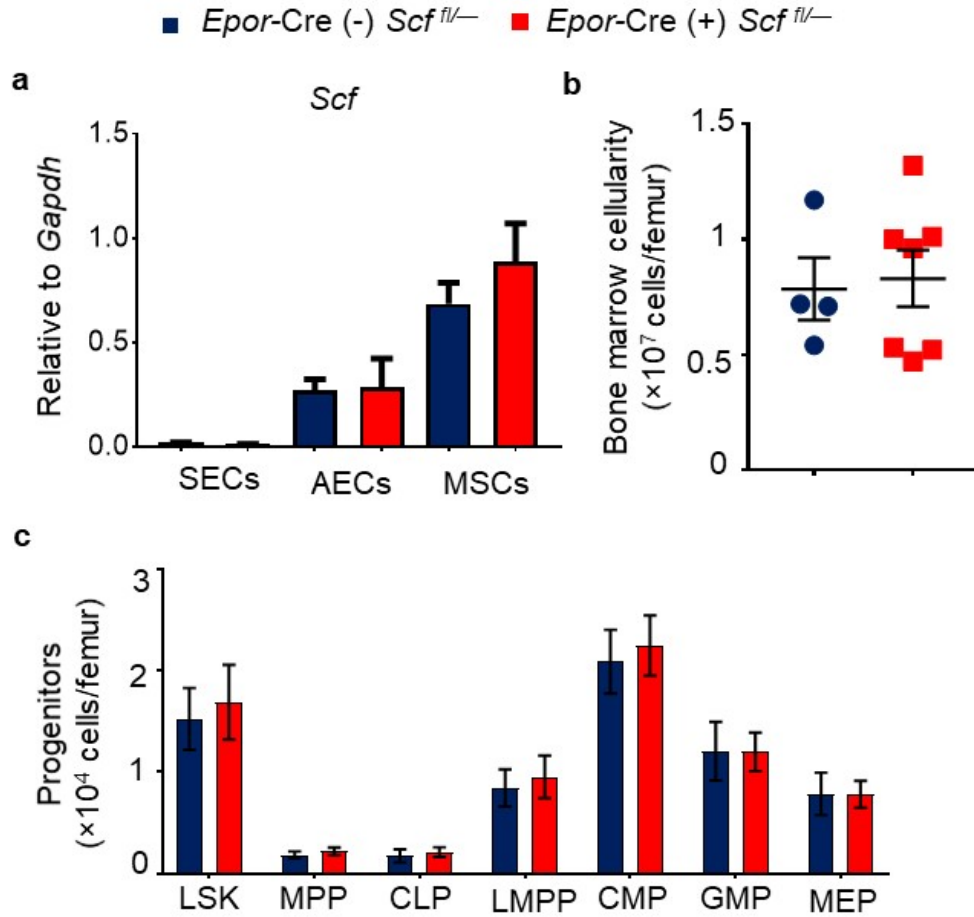

Supplementary Figure 6. Characterization of *Epor-Cre*; *Scf*^{fl/-} mice. (a) *Scf* mRNA level in SECs, AECs, and MSCs from *Epor-Cre* (-) *Scf*^{fl/-} and *Epor-Cre* (+) *Scf*^{fl/-} mice. n = 5 mice for *Epor-Cre* (-) *Scf*^{fl/-}; n = 4 mice for *Epor-Cre* (+) *Scf*^{fl/-}. (b) Bone marrow cellularity. Data are represented as mean ± SEM. n = 4 mice for *Epor-Cre* (-) *Scf*^{fl/-}; n = 7 mice for *Epor-Cre* (+) *Scf*^{fl/-}. (c) Absolute numbers of hematopoietic progenitors in the bone marrow. LSK: lineage⁻ Sca-1⁺ c-kit⁺; MPP: multipotent progenitor cells, CD150⁻ CD48⁻ LSK; MEP: megakaryocytic/erythroid progenitors, Lin⁻ Sca-1⁻ c-Kit⁺ CD34⁻ FcγR⁻; CMP: common myeloid progenitors, Lin⁻ Sca-1⁻ c-Kit⁺ CD34⁺ FcγR⁻; GMP: granulocyte-macrophage progenitor, Lin⁻ Sca-1⁻ c-Kit⁺ CD34⁺ FcγR⁺; LMPP: lymphoid-primed multipotent progenitor, FLT3⁺ LSK; CLP: common lymphoid progenitor, Lin⁻ Sca-1^{low} c-Kit^{low} FLT3⁺ IL7Rα⁺. Data are represented as mean ± SEM. n = 4 mice for *Epor-Cre* (-) *Scf*^{fl/-}; n = 7 mice for *Epor-Cre* (+) *Scf*^{fl/-}.

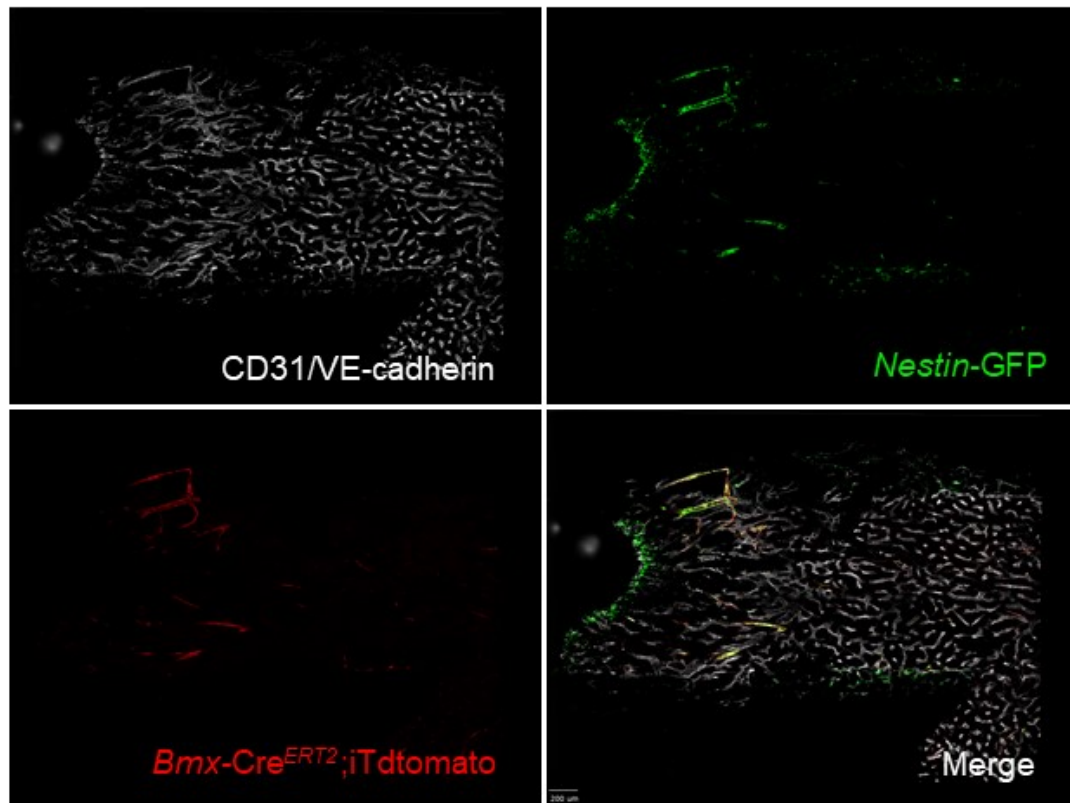

Supplementary Figure 7. Representative image of femur metaphysis from *Bmx-Cre^{ERT2}; iTdtomato; Nestin-GFP* mice. *Bmx-Cre^{ERT2}; iTdtomato; Nestin-GFP* mice were stained with anti-VE-cadherin *i.v.* and femur was removed for imaging analysis. All the panels show the same field for different channels. Scale bar, 200 μ m.

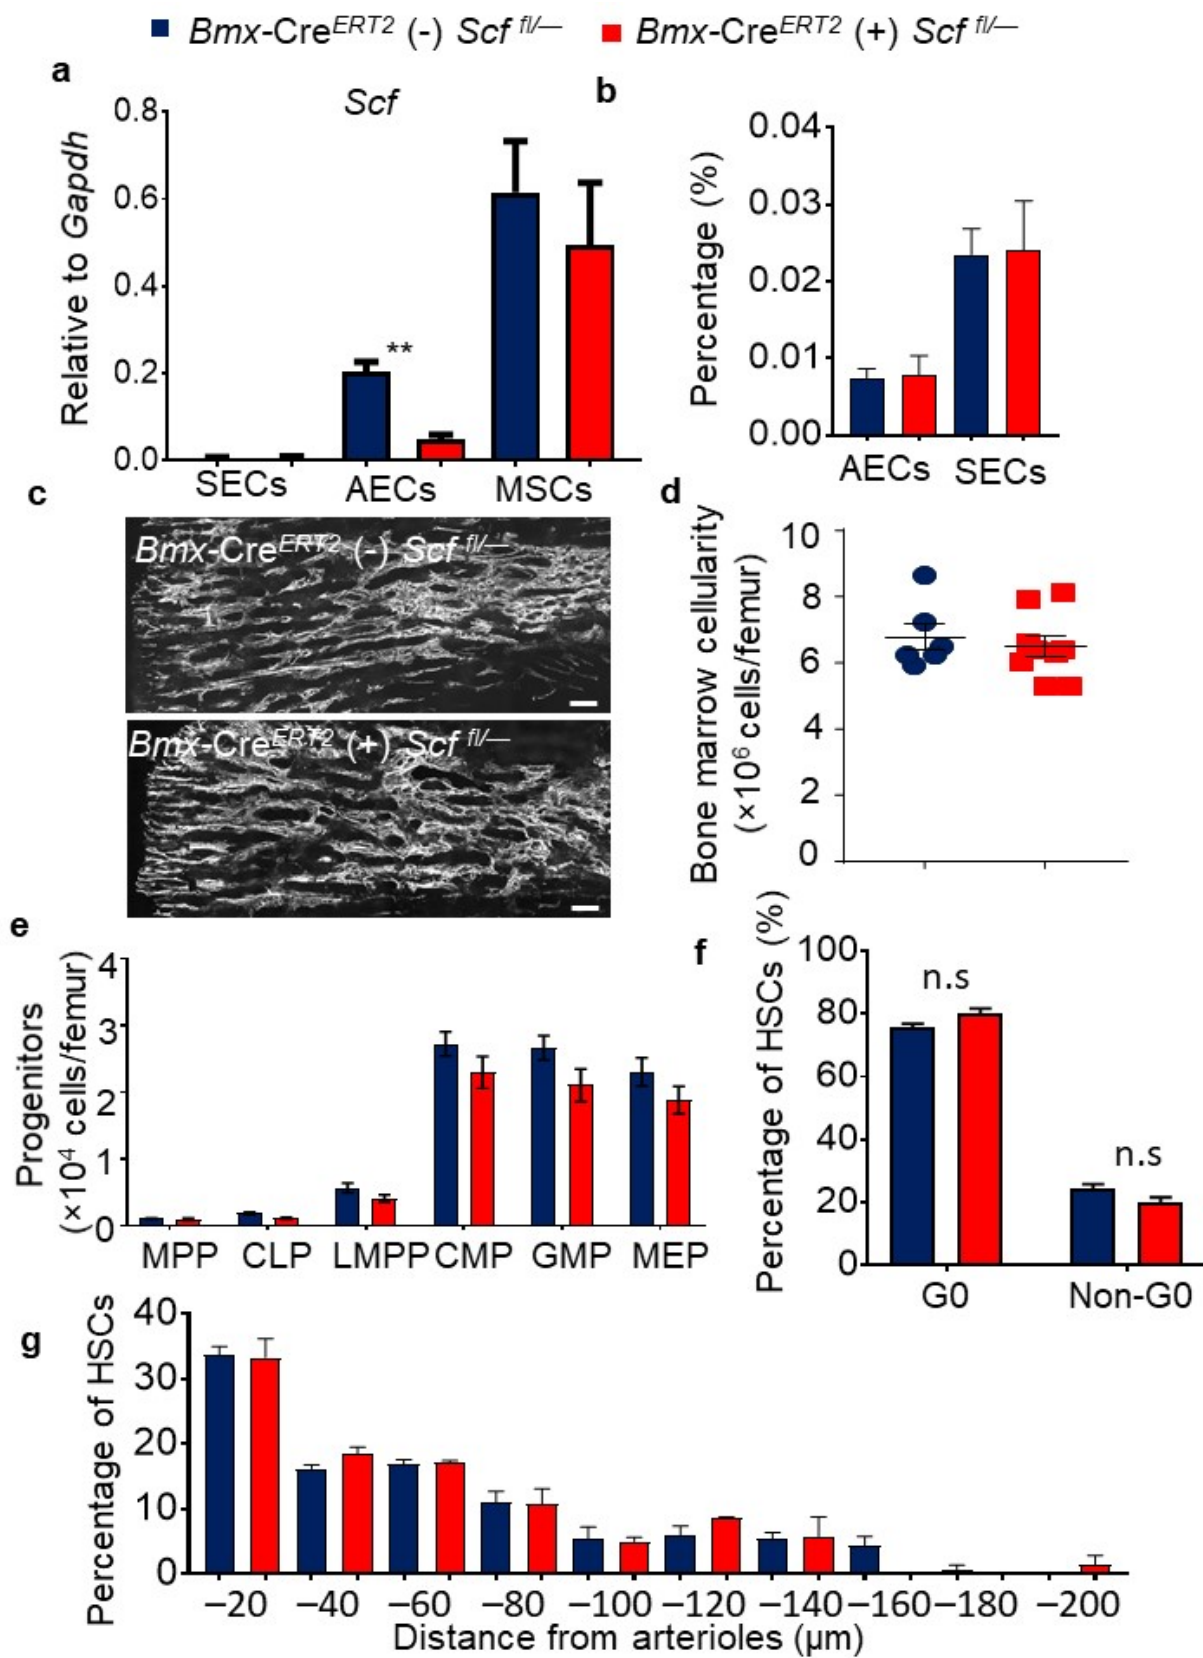

Supplementary Figure 8. Characterization of *Bmx-Cre^{ERT2}*(+) *Scf^{fl/-}* mice. (a) *Scf* mRNA level in SECs, AECs, and MSCs from *Bmx-Cre^{ERT2}* (-) *Scf^{fl/-}* and *Bmx-Cre^{ERT2}* (+) *Scf^{fl/-}* mice. n = 4 mice for *Bmx-Cre^{ERT2}* (-) *Scf^{fl/-}*; n = 3 mice for *Bmx-Cre^{ERT2}* (+) *Scf^{fl/-}*. (b) Percentage of AECs and SECs among bone marrow mononuclear cells. n = 4 mice for *Bmx-Cre^{ERT2}* (-) *Scf^{fl/-}*; n = 3 mice for *Bmx-Cre^{ERT2}* (+) *Scf^{fl/-}*. (c) Immunofluorescence microscopy imaging of tibia from *Bmx-Cre^{ERT2}* (-) *Scf^{fl/-}* and for *Bmx-Cre^{ERT2}* (+) *Scf^{fl/-}*. Scale bar, 100 μ m. (d) Bone marrow cellularity. Data are represented as mean $\pm$ SEM. n = 6 mice for *Bmx-Cre^{ERT2}* (-) *Scf^{fl/-}*; n = 9 mice for *Bmx-Cre^{ERT2}* (+) *Scf^{fl/-}*. (e) Absolute numbers of hematopoietic progenitors in the bone marrow. Data are represented as mean $\pm$ SEM. n = 6 mice for *Bmx-Cre^{ERT2}* (-) *Scf^{fl/-}*; n = 9 mice for *Bmx-Cre^{ERT2}* (+) *Scf^{fl/-}*. (f) Quantification of cell cycle of HSCs with Ki-67 and Hoechst 33342 staining. n = 4 mice for *Bmx-Cre^{ERT2}* (-) *Scf^{fl/-}*; n = 3 mice for *Bmx-Cre^{ERT2}* (+) *Scf^{fl/-}*. (g) HSC localization relative to arterioles. HSCs number = 125 for *Bmx-Cre^{ERT2}* (-) *Scf^{fl/-}* mice and 59 for *Bmx-Cre^{ERT2}* (+) *Scf^{fl/-}* mice.

How the deposited data were processed for this re-analysis (not part of the article)

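Complementary DNA from sorted *Nestin*-GFP bright AECs, *Nestin*-GFP dim AECs and SECs of mouse bone marrow was sequenced in 3 libraries per group. The authors aligned single-end reads with STAR, assigned them to genes with htseq-count, filtered genes with few reads, computed TMM scaling factors with edgeR 3.12.0 and deposited log2 RPKM values of 17232 genes for the 9 libraries. All 9 library columns were used.

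In the deposited log2 RPKM values, a gene without a read sits at 1 value in every library, which fits a prior of 0.25 reads scaled to library size. The reads behind each value were computed from that floor, and 155085 of 155088 values were whole within 0.0001 reads (99.998%). The exceptions were 3 values of *Bmx*. Reads in listed genes ranged from 13896190 to 73475550 per library, with a median of 36720449. Reads from a kit without molecular identifiers are not independent molecules, so depth bounds counting error alone. The listed gene positions overlapped the gene of the same identifier in the GENCODE M21 annotation of GRCm38 for 99.98% of the 17087 genes found there, and positions are given on that build. A spreadsheet had turned 21 symbols into dates and left 4 empty; these were replaced through their Ensembl identifiers.

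Tests used limma 3.58.1 in R 4.3.3 on log2(RPKM + 1) for the 16364 genes with at least 0.1 RPKM in at least 3 libraries. The 3 groups were fitted together without a block, with a trend in the variance, and p values were adjusted by Benjamini-Hochberg. The contrasts were AECs against SECs, each AEC fraction against SECs, and *Nestin*-GFP bright against *Nestin*-GFP dim AECs. Principal components were computed on the centred values of the same genes. The 33 gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and were adjusted over the lists. Exact permutation tests are two-sided and leave out the replicate number. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for reading and plotting.

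The genes named in the text were for the most part chosen by a rule. It took every gene that the paper's text names for the RNA-seq comparison. In each direction of AECs against SECs, it took the 12 called genes with the largest fold change. These came from called genes with at least 10 RPKM in the higher cell type and no overlap between the groups. In each direction of *Nestin*-GFP bright against *Nestin*-GFP dim AECs, it took the 5 called genes with the largest fold change, of which there were 0. It also took up to 4 called members of each list. The rule gave 90 genes, of which 89 were tested, and not all of them are described in the text. Other genes, such as *Wnt5b*, *Igf1*, *Madcam1*, *Podxl* and *Hspa1a*, were named outside the rule, some of them after their values were seen. Values drawn in the paper's figures had been seen. The gene lists were written from textbook knowledge and from genes that the paper's text names, and some members also stand in its heatmaps. The paper reports such genes from these same libraries, so tests of lists that hold them are not independent of the data.

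The fit was checked on simulated reads with 200 changed genes. For AECs against SECs, among 16090 genes tested, it found 4 of 67 genes changed 2-fold, 27 of 67 changed 4-fold and 29 of 66 changed 8-fold, with 0 in the wrong direction and 1 unchanged gene called. Among changed genes with at least 10 RPKM it found 4 of 29, 14 of 20 and 11 of 17. For *Nestin*-GFP bright against *Nestin*-GFP dim AECs, among 16082 genes tested, it found 0 of 67 genes changed 2-fold, 16 of 67 changed 4-fold and 30 of 66 changed 8-fold. In a simulation with 16114 genes tested, camera called the set of 25 genes raised 2-fold and 0 of 20 unchanged sets. The simulated genes varied independently, so this does not test lists whose genes move together. In the libraries, the correlation estimated by camera was 0.60 for the arterial list and 0.95 for the neutrophil list.

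The gene lists, this rule and a set of alternatives were fixed before the deposited values were examined, but after the paper had been read. The alternatives were pseudocounts of 0.1 and 0.01, no filter and a filter at 1 RPKM, quantile normalization, a shift to 1 median and limma without a trend. Also among them were weights per library, only the groups compared, the replicate number as a block, and the leaving out of each library. Those added after seeing the data were voom on the recovered reads, the deposited log2 values without a pseudocount, only libraries numbered 3 and 4, and *Nestin*-GFP dim AEC replicate 1 as the only library of its group. The stromal cell and CD31 data that the paper compares with these libraries were not used here.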

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

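Among the tests in this part, those of depth, of mural cells and of a difference between the AEC fractions were chosen only after the result was seen, as was the bootstrap interval named below. Transcripts of cell types other than endothelium appeared in the sorted libraries, in genes that the paper does not discuss. Of 24 genes that the paper names, 0 had an AEC library far from the other 5 by Dixon's test.

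Transcripts of neutrophils took 18.6% of the reads of *Nestin*-GFP bright AEC replicate 1, and in each group the library numbered 1 held the most. *Nestin*-GFP bright AEC replicate 1 also held the most transcripts of macrophages and monocytes (2.38% of reads), of lymphocytes and plasma cells (0.979%) and of megakaryocytes and platelets (0.306%). *S100a8* and *S100a9* stood at 114537 and 96545 RPKM there, although the sort took CD45-negative cells. If neutrophils of 1 kind had left RNA in the libraries numbered 1, the 16 genes of the list would stand in 1 ratio between any pair of these libraries; the largest SD of the log2 ratio was 0.63, between the bounds of 0.5 and 1, so this stays open. The share of reads had a Spearman's rho of -0.23 with the reads per library over the 9 libraries (permutation p = 0.549; Pearson's r -0.08, permutation p = 0.835), inside the bound of 0.5 set against depth, and r was 0.63 without the 2 libraries farthest from the median depth, 1 of which is *Nestin*-GFP dim AEC replicate 1. At nearly equal depth, *Nestin*-GFP dim AEC replicates 1 and 3 (13896190 and 15143511 reads) held 14.4% and 0.724%, and the deepest library, SEC replicate 3, held 0.00738%, which argues against depth. No biological explanation was tested, since no condition is named for the replicate numbers.

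*Nestin*-GFP dim AEC replicate 3 held transcripts of SECs at a median of 30.2% of their SEC level, over 52 genes chosen from the *Nestin*-GFP bright AEC and SEC libraries alone, against 3.66% and 6.26% in *Nestin*-GFP dim AEC replicates 1 and 4. The sort of AECs took PDPN-negative cells with high Sca-1, which would leave SECs out. SECs or their RNA mixed in would give 1 common share over genes; the spread of the share was 2.66 times that of the most variable SEC library, past the bound of 2.5 set against mixing. The 95% bootstrap interval of that ratio over genes, added after the value was seen, ran from 1.29 to 4.13. It holds the bound, so mixing was left open. The spread itself was 0.885 in replicate 3, less than the 2.04 and 1.35 in *Nestin*-GFP dim AEC replicates 1 and 4. *Nestin*-GFP dim AECs of a type between AECs and SECs would also have lost genes of *Nestin*-GFP bright AECs: the median of 53 such genes was -1.40 on the log2 scale against the *Nestin*-GFP bright mean (95% interval -1.69 to -1.12), where mixing at that share alone would give -0.52. That value meets what such a type needs, but the median was also low in *Nestin*-GFP dim AEC replicate 1 (-2.02), which held few SEC transcripts, and 0.06 in *Nestin*-GFP dim AEC replicate 4, so neither explanation is settled.

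Smooth muscle and pericyte transcripts took 0.111% of the reads of *Nestin*-GFP bright AEC replicate 4, the most of the 9 libraries, with 143 RPKM of *Acta2*, although the sort took CD31-positive cells, which would leave mural cells out. Mural cells mixed in would raise the list's genes in the same library: 9 of 15 members were highest in *Nestin*-GFP bright AEC replicate 4 among the *Nestin*-GFP bright AEC libraries, between the bounds of 12 and 7, so this stays open. A difference between the AEC fractions stays open as well, since its test could not pass 0.05 with 3 against 3 libraries (exact permutation p = 0.300, where 0.100 is the smallest possible) and leaves out the replicate number; the mean log2 level of the list was higher in the *Nestin*-GFP bright than the *Nestin*-GFP dim library of each number (1.79 and 1.05, 2.82 and 1.84, 3.43 and 2.02 for replicates 1, 3 and 4).

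Erythroid transcripts took 2.91% of the reads of *Nestin*-GFP dim AEC replicate 4, the most of the 9 libraries.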

How the results depend on the processing

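The settings with voom, the deposited log2 values, only libraries numbered 3 and 4, and *Nestin*-GFP dim AEC library 1 alone were chosen only after the result was seen. No named gene called for AECs against SECs turned its direction in any setting. Calls were lost most often when an SEC library was left out: of 82 named genes called, 21, 33 and 35 lost the call without SEC replicates 1, 3 and 4. Leaving out 1 library moved the genes called for AECs against SECs between 262 and 968 (807 with all), for *Nestin*-GFP bright AECs against SECs between 277 and 882 (750), for *Nestin*-GFP dim AECs against SECs between 64 and 417 (319), and between *Nestin*-GFP bright and *Nestin*-GFP dim AECs between 0 and 1. Weights per library gave 1717, 2065, 513 and 1 genes for these comparisons. With the replicate number as a block the counts were 1333, 1391, 644 and 3; of 9 libraries, 6 were closest to a library of their own number, and 8 of 9 same-number pairs correlated above 0.1 (-0.21 to 0.78; the 3 pairs of *Nestin*-GFP bright with *Nestin*-GFP dim AECs 0.15, 0.42 and 0.78, the 3 of *Nestin*-GFP dim AECs with SECs 0.12, 0.65 and 0.78, and the pair at -0.21 of *Nestin*-GFP bright AEC and SEC replicate 4), a hint from the data and not from the design. Only the groups compared gave 192 for *Nestin*-GFP dim AECs against SECs. Between the AEC fractions, 1 gene was called with log2(RPKM + 0.01), with at least 1 RPKM in 3 libraries, and without the trend. For the settings added later, voom gave 137, only libraries numbered 3 and 4 gave 172, and *Nestin*-GFP dim AEC library 1 alone gave 35 genes for *Nestin*-GFP dim AECs against SECs; the last also gave 507 for AECs against SECs; the deposited log2 values gave 1 between the AEC fractions. The cause was not tested, beyond the fewer libraries left.

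The variance on the component that separates SECs from AECs was 29.0%, 21.6% with each gene scaled to unit variance, 24.0% on deposited log2 values, 50.6% with only libraries numbered 3 and 4, and 24.8% to 36.5% with 1 library left out. Of 33 gene lists, camera called 12 for AECs against SECs and 0 with an estimated correlation. With the replicate number as a block it called 14 (cell cycle and haematopoietic stem and progenitor cells were added). With fry, the arterial, sinusoidal and lymphatic lists were called (adjusted p = 0.0455 each). The other lists that camera called had fry adjusted p from 0.0992 to 0.809. Between the AEC fractions the lowest fry adjusted p was 0.447. Genes that did not pass the test turned sign near 0: *Cdh5* (0.0260 with weights, -0.52 to 0.0938 with 1 library left out, 0.0784 with only libraries numbered 3 and 4), *Ephb4* (-0.27 to 0.11 with 1 library left out, 0.0506 without *Nestin*-GFP bright AEC replicate 1, 0.0224 without SEC replicate 4, 0.16 with only libraries numbered 3 and 4) and *Jag1* (-0.0334 to 0.74 with 1 library left out, -0.0720 with *Nestin*-GFP dim AEC library 1 alone).

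Of 100 splits of the 9 libraries into groups of these sizes, 1, the real one, called as many as 807 genes for AECs against SECs. The highest other, 582, kept the 3 SEC libraries together, and the next highest called 4. The other splits were a random draw and leave out the replicate number, by which libraries correlate, so chance is not excluded. The 10 splits for each other comparison are too few for a share under 0.05: the real count was 750 and the highest other 1 for *Nestin*-GFP bright AECs against SECs (1 split as large), 319 and 0 for *Nestin*-GFP dim AECs (1 split), and 0 and 56 between the AEC fractions (10 splits). The split with 56 set *Nestin*-GFP bright AEC replicates 3 and 4 and *Nestin*-GFP dim AEC replicate 4 against the other 3 AEC libraries. It was picked as the highest after the counts were seen, and no structure of the samples behind it was tested.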

Differences from the paper's values

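The settings with only libraries numbered 3 and 4 and with the deposited log2 values were chosen only after the result was seen. The paper ran exact tests between pairs of groups in edgeR, which were not run here. The tests here used limma on log2(RPKM + 1), with both AEC fractions averaged. On simulated reads this fit found 4 of 67 genes changed 2-fold for AECs against SECs, so a gene not called here can still differ. The mean values that the paper states or draws for *Ly6a*, *Kitl* and *Cxcl12* were within 1.5 times of those computed here. *Kitl* in SECs is about 1 in Supplementary Fig. 3, read by eye, against 0.725 ± 0.247 here, a gap just over the SD of the 3 libraries. The errors that the paper gives for *Ly6a* match the SD of the 3 libraries.

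The paper states that *Icam1* was enriched in SECs, from RNA-seq, qPCR, and flow cytometry and imaging of its protein. Here the log2 fold change of *Icam1* in AECs over SECs was -1.50 (adjusted p = 0.722 from limma). Within each replicate number the SEC library held the most *Icam1*. Only the fit with the replicate number as a block called it (adjusted p = 0.0351, of 0.0351 to 0.995 over the settings). *Sele*, *Selp* and *Vcam1* passed the test.

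The paper states that *Jag1* and *Il6* were higher in AECs. Their log2 fold changes were 0.47 (adjusted p = 0.908) and 2.20 (adjusted p = 0.721). Within each replicate number both AEC libraries held more *Il6* than the SEC library, and with the replicate number as a block its adjusted p was 0.0721. *Il6* was called with only libraries numbered 3 and 4 (adjusted p = 0.0389), chosen after seeing the values, a setting under which 8 of the 82 genes named and called here were not called. *Jag1* was called in none of the settings run. *Jag2* and *Tgfb2* passed the test in the same direction as in the paper.

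The numbers printed on the axes of Fig. 2b match a principal component analysis of the deposited log2 values of all genes, in which the first components held 32.4% and 24.0% of the variance. That setting was chosen after seeing the values; with the filter and pseudocount used here the second held 29.0%.

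Colours read from the images of the heatmaps in Fig. 2d, g and h were set against the deposited values. That reading was made apart from the tests reported here and remains to be checked. By it, columns under the colour that Fig. 2b gives to *Nestin*-GFP bright AECs follow the libraries labelled Nestin-GFP low. Those under the colour of *Nestin*-GFP dim AECs follow the libraries labelled high. For *Stab2*, the libraries labelled low held 16.4 ± 17.3 RPKM and those labelled high 0.673 ± 0.601 (SD, n = 3 each). In Fig. 2b the colours follow the labels. So do the paper's *Ly6a* values in its text and its means in Supplementary Fig. 3, read by eye: *Kitl* about 70 in *Nestin*-GFP bright and about 49 in *Nestin*-GFP dim AECs (71.0 and 49.3 here), and *Cxcl12* about 210 and about 110 (206.6 and 112.8 here). These come from the same libraries and do not settle the question. The labels were used here as deposited.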

Other observations

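The split of *Bmx* by whole and other values below was chosen only after the result was seen. Vasoactive genes and junction genes were among the groups that the text has not described. Of 22 genes of vasoactive signalling, 6 were higher in AECs and 3 were lower (9 and 5 when adjusted over the list alone; camera adjusted p = 0.0102; adjusted p = 0.841 with an estimated correlation), among them *Ednrb*, an endothelin receptor (log2 fold change 5.39), *Gper1* (4.66), *Ace*, the enzyme that converts angiotensin (4.37), and *Edn1*, which encodes endothelin (4.33). Of 18 tight and gap junction genes, 4 were higher and 0 lower (4 and 0 when adjusted over the list alone; adjusted p = 0.00279; adjusted p = 0.765 with an estimated correlation). Of 25 genes of VEGF, angiopoietin and ephrin signalling, 5 were higher, led by *Sema3g* and *Vegfc* (4.29), a ligand of the receptor that *Flt4* encodes, and 1 was lower, *Flt4* itself (-3.35; 6 and 2 when adjusted over the list alone; adjusted p = 0.0900). Genes of coagulation went both ways, with 2 of 17 higher (*Plat* and *Vwf*, 4.39 and 2.81) and 2 lower (*Tfpi* and *F8*, -4.08 and -3.56), and 4 and 4 when adjusted over the list alone (adjusted p = 0.778).

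Of 30 interferon response genes, 5 were higher and 2 lower in AECs (10 and 3 when adjusted over the list alone; adjusted p = 0.00186; adjusted p = 0.765 with an estimated correlation). Antigen presentation genes had 1 of 22 higher and 0 lower (1 and 0 when adjusted over the list alone; adjusted p = 0.00187; adjusted p = 0.598 with an estimated correlation), and genes of the dissociation and immediate early response 1 of 25 higher and 0 lower (adjusted p = 0.0228; adjusted p = 0.931 with an estimated correlation). The neutrophil list had 0 of 16 members called and an adjusted p of 0.0408 (adjusted p = 0.931 with an estimated correlation). With the replicate number as a block, camera also called cell cycle (adjusted p = 0.00947) and haematopoietic stem and progenitor cells (adjusted p = 0.0362). Without it, camera did not call the other lists, and fry called only lymphatic endothelium among them (adjusted p = 0.0455). In these, the counts higher and lower were 2 and 0 of 24 for the Notch pathway (adjusted p = 0.0578), 2 and 1 of 30 for TGF-beta and BMP (0.696), 1 and 0 of 23 for NF-kappaB (0.805), 0 and 1 of 19 for glycolysis (0.798), 0 and 2 of 10 for lymphatic endothelium (0.124), 2 and 1 of 19 for marrow stromal cells (0.836), 1 and 0 of 11 for osteoblasts and fibroblasts (0.629), 0 and 2 of 20 for macrophages (0.798), 1 and 1 of 18 for lymphocytes (0.406) and 1 and 0 of 16 for haematopoietic stem and progenitor cells (0.0842). No member was called for cell cycle (adjusted p = 0.235), oxidative phosphorylation (0.782), ribosomal proteins (0.529), pan-endothelial identity (0.779), Schwann cells (0.891), erythroid cells (0.270) or megakaryocytes (0.0842). The called macrophage members were *Vcam1*, an adhesion molecule described above, and *Axl*. The called osteoblast and fibroblast member was *Ly6c1* (log2 fold change 5.45). Called marrow stromal members were *Alpl*, among the widest AEC genes above, *Ebf1* and *Grem1*, and called lymphocyte members were *Ebf1* and *Xbp1*. These counts alone therefore do not show that transcripts of those cell types differ.

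The paper sorts SECs by PDPN, which it also imaged on sinusoids after antibody injection, and reports EPHB4 on them by flow cytometry. Those are measures of surface protein, while the values below are of RNA and do not test the sort. *Pdpn* transcripts stood at 0.0818 ± 0.115 RPKM in SECs and at most 0.866 RPKM in any library, and the gene was below the filter. *Ephb4* stood at 47.2 ± 7.06 RPKM in SECs, 72.0 ± 34.2 in *Nestin*-GFP dim AECs and 31.4 ± 15.4 in *Nestin*-GFP bright AECs (AECs over SECs, adjusted p = 0.971). *Nes* stood at 12.7 ± 9.27 RPKM in *Nestin*-GFP bright AECs, 9.72 ± 4.01 in *Nestin*-GFP dim AECs and 0.796 ± 0.0855 in SECs (SD, n = 3 each). The pan-endothelial genes *Cdh5* and *Pecam1* did not pass the test between AECs and SECs (adjusted p = 0.951 and 0.374), but *Pecam1* was called in 3 of 23 other settings (adjusted p from 0.0305 to 0.720): with weights per library, with the replicate number as a block (0.0394) and with only libraries numbered 3 and 4, a setting added after seeing the data. Within each replicate number both AEC libraries held more *Pecam1* than the SEC library (97.7 and 137 against 87.6 RPKM, 379 and 377 against 158, 300 and 418 against 107, for *Nestin*-GFP bright and *Nestin*-GFP dim AECs against SECs in replicates 1, 3 and 4).

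*Bmx* was the 1 gene of 17232 whose values did not all stand for whole reads, in *Nestin*-GFP dim AEC replicate 3 and SEC replicates 1 and 3. The cause was not tested. The direction held in the libraries whose values were whole: the lowest such AEC library held 25.2 RPKM and the only such SEC library 5.67 RPKM.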
